# Transcriptomic analysis reveals that RasGEF1b deletion alters basal and LPS-induced expression of genes involved in chemotaxis and cytokine responses in macrophages

**DOI:** 10.1038/s41598-023-47040-9

**Published:** 2023-11-10

**Authors:** Heliana B. Fernandes, Isadora Mafra de Oliveira, Thomas S. Postler, Sérgio Q. Lima, Cícera A. C. Santos, Michaelle S. Oliveira, Felipe B. Leão, Sankar Ghosh, Maria C. Souza, Warrison Andrade, Aristóbolo M. Silva

**Keywords:** Gene expression analysis, Monocytes and macrophages, Gene ontology, Gene regulation, Gene expression, Transcriptomics, RNAi, Gene expression profiling, Gene targeting

## Abstract

Ras guanine nucleotide exchange factor member 1b (RasGEF1b) of the RasGEF/CDC25 domain-containing family is preferentially expressed by macrophages. However, information is lacking about its role in macrophage function. In this study, we generated mice with ubiquitous deletion of *Rasgef1b* and used RNA-seq-based transcriptomics to compare the global gene expression in wild-type and knock-out primary bone-marrow-derived macrophages under basal conditions and after lipopolysaccharide (LPS) treatment. Transcriptional filtering identified several genes with significantly different transcript levels between wild-type and knock-out macrophages. In total, 49 and 37 differentially expressed genes were identified at baseline and in LPS-activated macrophages, respectively. Distinct biological processes were significantly linked to down-regulated genes at the basal condition only, and largely included chemotaxis, response to cytokines, and positive regulation of GTPase activity. Importantly, validation by RT-qPCR revealed that the expression of genes identified as down-regulated after LPS stimulation was also decreased in the knock-out cells under basal conditions. We used a luciferase-based reporter assay to showcase the capability of RasGEF1b in activating the *Serpinb2* promoter. Notably, knockdown of RasGEF1b in RAW264.7 macrophages resulted in impaired transcriptional activation of the *Serpinb2* promoter, both in constitutive and LPS-stimulated conditions. This study provides a small collection of genes that shows relative expression changes effected by the absence of RasGEF1b in macrophages. Thus, we present the first evidence that RasGEF1b mediates the regulation of both steady-state and signal-dependent expression of genes and propose that this GEF plays a role in the maintenance of the basal transcriptional level in macrophages.

## Introduction

Ras guanine nucleotide exchange factors (RasGEFs) are a specialized group of cytosolic proteins that replace bound guanosine diphosphate (GDP) with guanosine triphosphate (GTP) in GTPases, causing them to become active^1^. These proteins have been classified according to the presence of two domains: an amino-terminal Ras exchange motif (REM) structural domain and a CDC25 homology catalytic domain (CDC25-HD), also called RasGEF domain, based on its homology to the protein Cdc25 from *S. cerevisiae*, the first RasGEF to be identified^2^. In humans and mice, the RasGEF family is represented by 30 and 27 members^3^, respectively, being categorized into four subfamilies: Sos, RasGRF, RasGRP, and CNRasGEF^4^, which exclusively regulate the small Ras-like GTPases Ras, Rap, and Ral^3^.

RasGEFs have been implicated in the regulation of several cellular processes such as cell proliferation, survival, differentiation, actin organization, vesicular trafficking, and gene expression^1,5^. The cellular functionality of the specific RasGEF/Ras modules is primarily regulated by the tissue-specific expression pattern of its components^6,7^. RasGEF domain-containing proteins can regulate multiple GTPases, and individual GTPases can be regulated by more than one GEF, creating a complex biological interplay of tremendous functional diversity^4,8,9^. This complexity is compounded by the large number of poorly characterized GEFs, making tissue-specific studies imperative.

RasGEF domain-containing member 1b (RasGEF1b) belongs to a restricted group that does not share any particular domain with the related family members 1a and 1c–beyond their shared structural REM and catalytic CDC25-HD domains–^10^, and exhibits specific GEF activity for Rap2 GTPase, but not for Rap1 or other members of the Ras subfamily^11,12^. RasGEF1b expression is detectable in unstimulated macrophages, and it can be further increased by innate immune stimuli triggered through Toll-like receptor (TLR) activation requiring the NF-κB transcription factor for maximal induction^13,14^. In mice, its expression appears to be more abundant in the brain and spleen, and it is increased following protozoan infections^13^. It was reported that in addition to the linear mRNA, a circular RNA (circRNA) of RasGEF1b generated through back-splicing of the exons 2 and 4 is detectable and induced by LPS in murine macrophages^15^.

Despite biochemical and expression studies, little is known about the cellular function of RasGEF1b, especially in macrophages where its expression is particularly high. Based upon this observation, we hypothesized that RasGEF1b may play a role in macrophages under resting or inflammatory conditions. Here, we used the Cre-*loxP* technique to generate mice with a ubiquitous deletion of *Rasgef1b* to obtain primary bone-marrow-derived macrophages (BMDMs), which we then used to further examine and compare gene expression in primary resting or LPS-activated wildtype (WT) and knock-out (KO) macrophages with high-resolution transcriptomics. RNA-seq analysis revealed that *Rasgef1b* deletion disturbs both the baseline and LPS-induced expression of a small subset of genes involved in chemotaxis, cytokine responses, and positive regulation of GTPases.

## Materials and methods

### Rasgef1b gene targeting

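The mouse *Rasgef1b* gene lies on the reverse strand of chromosome 5 of GRCm38, from 99217426 to 99729065, and the GENCODE annotation lists 10 transcripts for it, 7 of which code for protein. The transcript that encodes the protein of 473 amino acids spans 35502 bp, from 99217426 to 99252927, and its 14 exons have a total length of 2990 nt. Exon 7 spans positions 99232302 to 99232397 (96 nt) and reads, in the direction of transcription, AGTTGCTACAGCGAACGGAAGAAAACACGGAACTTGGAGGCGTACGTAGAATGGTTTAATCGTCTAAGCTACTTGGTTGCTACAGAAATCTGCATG. Exon 8 spans positions 99232091 to 99232193 (103 nt) and reads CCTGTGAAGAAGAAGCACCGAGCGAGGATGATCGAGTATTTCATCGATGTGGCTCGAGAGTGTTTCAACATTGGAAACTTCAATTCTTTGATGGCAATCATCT. Exons 7 and 8 together hold 199 nt, or 6.66% of the transcript, and 199 nt leaves a remainder of 1 after division by 3. When exon 6 is joined to exon 9 in the annotated sequence, the reading frame changes after 243 residues. The first stop codon then starts at nucleotide 7 of exon 9, after 245 residues.

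**Figure D1:**
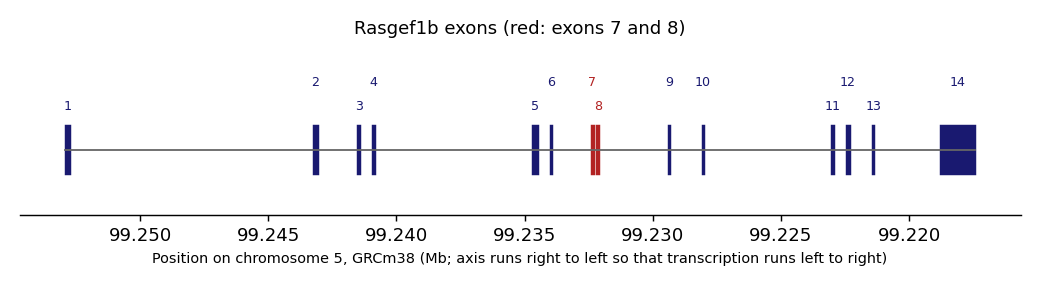
Exons of the *Rasgef1b* transcript drawn to scale as boxes along chromosome 5 of GRCm38 (x axis, position in Mb, drawn from right to left so that transcription runs from left to right). Exons 7 and 8, in red, lie between positions 99232091 and 99232397, in the middle of the 14 exons.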

To generate mice with a floxed *Rasgef1b* allele for conditional deletion, exons 7 and 8 were chosen for targeting because Cre-mediated recombination on these exons causes a frameshift resulting in a stop codon early in exon 9, resulting in truncation of the entire C-terminus – which comprises the Cdc25/Ras homology catalytic RasGEF domain. A *loxP* site was introduced upstream of exon 7, and an *Frt-Neo*^*R*^*-Frt-loxP* cassette was inserted downstream of exon 8 by sequential rounds of recombineering^16–18^. The resulting targeting vector was electroporated into C57BL/6 background embryonic stem (ES) cells and selection was performed with G418 (Invitrogen). To confirm targeting of the *Rasgef1b* allele for the homologous recombination event, genomic DNA extracted from ES G418-resistant cells was digested with *Afl*II and *Eco*RI and then hybridized with individual^32^P-labeled 5′ and 3′ probes for Southern-blot analysis. Bands of 4.7 kb and 3.8 kb sizes were expected for 5′ and 3’probes in the targeted allele, respectively. Targeted ES-cell clones were microinjected into MF1 blastocysts for generation of chimeric mice, which were then crossed with C57BL/6 mice to obtain animals containing the *Rasgef1b*^flox/Frt/Neo^ allele in the germline. The neomycin resistance gene was then removed by breeding the latter with mice carrying ‘‘Flip’’ recombinase to generate the *Rasgef1b*^+/flox/Frt-^. These procedures were performed by the Gene Targeted Mouse Service Core at the University of Cincinnati, USA. Homozygous *Rasgef1b*^flox/flox^ (designated *Rasgef1b*^fl/fl^ for short) and Cre-mediated knock-out mice were generated at the animal facility at the University of Massachusetts Medical School (UMMS, USA). To generate mice with disruption of *Rasgef1b* in all tissues, female *Rasgef1b*^f/f^ mice were first crossed with male B6.C-Tg(CMV-cre)1Cgn/J mice^19^ (CMV-Cre, The Jackson Laboratory, stock no. 006054) that express the Cre recombinase, an X-linked transgene, under the transcriptional control of the human CMV minimal promoter. Adult heterozygous mice were later intercrossed to eventually generate mice with a global deletion of *Rasgef1b*. All mice used in this study were maintained on a C57BL/6 background. Mice were maintained under specific pathogen-free conditions. All procedures used in this study were approved by the Institutional Animal Care and Use Committee (UMMS, IACUC nos. 1817-09, A-2057, A-2073) and the Ethic Committee on Animal Use (CEUA) of Federal University of Minas Gerais and institutionally under protocol number 047/2017 and 64/2019. This study was performed in accordance with the ARRIVE guidelines. All methods were carried out in accordance with relevant guidelines and regulations.

### PCR genotyping

*Rasgef1b*^fl/fl^ mice genotyping was routinely carried out by PCR with the primers P3: 5′-GTATTTGGGCAGCATGTATGTC-3′ and P4: 5′-AGGTGTGTAAATGGCCACTGAG-3′. The expected amplicon sizes are 320 bp and 454 bp for *Rasgef1b* wild-type (WT) and conditional floxed (fl/fl) alleles, respectively. Alternatively, mice were genotyped for the (5′) proximal *loxP* site by using the primers P1: 5′CCAAGAGCAGAGTGAAACATGC-3′ and P2: 5′AGAGTGAGCTACATAAGAAAGC-3′ to generate amplicons with the size of 108 bp and 152 bp for WT and targeted, respectively. Genotyping of mice with conditional gene deletion after Cre recombination was performed with the primers P1 and P4 to generate expected amplicons of 1466 bp for the WT and 317 bp for the knock-out. Twenty microliter of PCR reactions containing genomic DNA (20–50 ng) extracted from the tails, 20 pmol of each primer, dNTP mix 200 μM, standard 1X PCR buffer, 1U Taq DNA polymerase (Phoneutria Biotecnologia, Brazil) were run at 94 °C/2 min, 30 cycles at 94 °C/30 s, 55 °C/30 s, 72 °C/1 min, and final extension at 72 °C/3 min (MyCycler, BioRad). PCR products were separated on a 1.5% agarose gel followed by staining with ethidium bromide. Recombinase transgene alleles were confirmed with the following primers sequences: CMV-cre, Cre1: 5′CATCGCCATCTTCCAGCAG-3′and Cre2: 5′CAATTTACTGACCGTACAC-3′.

### Isolation of bone-marrow-derived macrophages

Eight- to 12-week-old mice were used to isolate bone-marrow cells from the femur and tibia bones to make cultures of bone-marrow-macrophages (BMDMs). WT C57BL/6 mice were provided by the animal facility Centro de Bioterismo (CEBIO), UFMG, Brazil. Mice were euthanized following ketamine/xylazine anesthesia in accordance with institutional and national guidelines for the care and use of laboratory animals. Briefly, bone-marrow cells were plated on non-treated 10-cm plates and cultured in RPMI 1640 medium supplemented with 20% heat-inactivated FBS (Gibco Invitrogen, USA), 25 mM HEPES, 2 mM glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin (Gibco, Invitrogen), 50 μM 2-mercaptoethanol as well as 30% (v/v) L929 cell-conditioned medium. Culture medium was replaced by fresh medium every 2–3 days. Adherent macrophage monolayers were obtained within 7–9 days; these cells were > 95% positive for F4/80 and CD11b antibody staining as determined by flow cytometric analysis, identifying them as mature macrophages (data not shown). BMDMs were then harvested by gently resuspending the cells from the dishes using cold PBS and seeded onto cell cultures plates for the experiments.

### Quantitative RT-PCR (RT-qPCR)

Total RNA from untreated and LPS-treated WT and RasGEF1b-cKO BMDMs was extracted using TRIzol® (Life Technologies) according to the manufacturer’s instructions. Total RNA was reverse transcribed using MMLV reverse transcriptase (Life Technologies). Quantitative PCR was performed using 2X Sso SYBR Green mix (BioRad) with a CFX96 Touch™-Real-Time detection system (BioRad). Oligonucleotide primer sequences were either obtained from the PrimerBank public database^20,21^ or designed through the freely available Primer3 website. Oligonucleotide synthesis was carried out by Integrated DNA Technologies (IDT Inc., USA) or GenOne Biotech (Rio de Janeiro, RJ, Brazil). Primer sequences used in the expression analyses in this study are listed in Supplementary Table S5. Expression data obtained in the quantitative RT-qPCR analyses of gene expression levels were normalized to those of the reference gene *Rpl32* (Large Ribosomal Subunit Protein L32).

### Generation of stable RasGEF1b-shRNA expressing RAW264.7 cells

Lentiviral pLKO.1 vector carrying short hairpin (shRNA) targeting mouse RasGEF1b mRNA transcript was obtained from Sigma. Non-targeting pLKO.1 shRNA vector carrying the shRNA targeting human RASGEF1B mRNA transcript was used as a control. Lentivirus stocks were prepared as vesicular stomatitis virus G (VSV-G) pseudotypes by transfecting HEK293T cells with endotoxin free midi-preps of pLKO.1 vectors, psPAX2 and pMD2.G at a ratio of 4:3:1 using polyethyleneimine (PEI). RAW264.7 cells (1 × 10^6^) were transduced in a 6-well dish with 1.5 ml of the virus and selected in medium containing 5.0 μg/ml puromycin three days later.

### Plasmids and promoter transcriptional assay

The murine *Serpinb2* region containing the proximal promoter (− 539/ + 92) cloned into the pGL3 reporter vector (pGLmP-539) was kindly provided by Dr. Toni M. Antalis (University of Maryland School of Medicine, MD, USA)^22^. RasGEF1b (NM_145839) was cloned into pcDNA3.1 + -DYK to be expressed in mammalian cells as a tagged protein with an N-terminal DYKDDDDK (FLAG®) tag (GenScript Biotech, USA). pFLAG-CMV4 was used as empty vector. The pRL-TK plasmid (Renilla luciferase) was used for normalization. Endotoxin free plasmids midi-preps were transfected using polyethylenimine “MAX” MW 40,000 (Polysciences, USA). HEK293 cells (2.5 × 10^5^ cells/well) or shRNA control and shRNA RasGEF1b-expressing RAW264.7 cells (2 × 10^5^ cells/well) were seeded in 24-well plates and transfected with 400 ng of pGLmP-539 and 100 ng of pRL-TK. For co-transfection experiments, HEK293 cells were also transfected with 3 μg of each expression plasmid. Cell lysates were harvested 48 h post-transfection or LPS treatment as indicated in figures. After discarding the medium by aspiration, cells were lysed with 200 μl of Passive Lysis Buffer (Promega). Ten microliters of cell lysate were assayed using the Dual-Luciferase Reporter Assay System (Promega) following the manufacturer's recommendations, and luminescence was measured using a Luminoskan microplate luminometer (ThermoScientific). Promoter activity was assessed by normalizing the ratio of Firefly:Renilla luciferase, and the results were presented as relative luciferase activity. To account for potential effects of experimental conditions on Renilla luciferase activity in HEK293 cells, the data were also normalized to cellular protein concentration. Protein concentration was determined using the Bio-Rad protein assay reagent to ensure accurate measurement.

### RNA sequencing (RNA-seq) and data analysis

RNA-seq was performed with RNA obtained from a total of three biological replicates per condition and genotype. Briefly, wild-type and RasGEF1b-cKO BMDMs were plated at 2 × 10^5^ cells per well in 6-well tissue culture plates. Cells were then left untreated or treated with 100 ng/ml of lipopolysaccharide (LPS) from *Escherichia coli* O55:B5. After 4 h of incubation at 37 °C in an atmosphere of 5% CO_2_, the medium was discarded and the cells were washed in cold phosphate-buffered saline (PBS). Total RNA was extracted using TRIzol reagent following the manufacturer’s protocol (Thermo Fisher Scientific). RNA samples were resuspended in nuclease-free water and further analyzed for concentration and integrity by spectrophotometer (NanoDrop™ Lite, ThermoScientific) and Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA), respectively. RIN (RNA Integrity Number) values for all samples were equal to or higher than 9.8 as measured by Bioanalyzer indicating high integrity of the RNA samples. Library construction and RNA sequencing were performed by Genewiz, LLC (South Plainfield, NJ, USA). Removal of ribosomal RNA was achieved by poly-A selection for mRNA and other polyadenylated RNA species. Libraries were built from three independent RNA samples obtained from WT and RasGEF1b-cKO BMDMs cultures as biological replicates per condition. The 12 cDNA libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB, Ipswich, MA, USA), and sequenced on an Illumina HiSeq sequencer in a paired-end 150-bp configuration. Raw sequence reads were aligned to the mouse genome (assembly GRCm38/mm10, annotation release 100) using Spliced Transcripts Alignment to a Reference (STAR) v2.7.4a^23^. For quality control, we used the Quality of RNA-Seq ToolSet (QoRTs) v1.3.6, and Integrative Genomics Viewer (IGV) v2.8.2 software^24,25^. Differential gene expression analyses were conducted using DESeq2 in the R software environment (v4.0.0 and higher) (51–53). Significant differentially expressed genes were defined as *p* < 0.05 after adjustment for false discovery rate and a fold change > 2 between the compared groups, as calculated by DESeq2^26–28^.

### Functional enrichment analysis and gene ontology

Functional analyses of differentially expressed genes identified in the knock-out macrophages were carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID)^29^ and compared with PANTHER^30^. For pathway enrichment analysis, we used the significantly down-regulated genes as input in the InnateDB (www.innatedb.com) analysis platform using Benjamini–Hochberg false discovery rate correction, adjusted *p*-value < 0.01 and hypergeometric distribution.

### Statistical analysis

For RNA-seq, comparison between genotypes and conditions were made between different samples of different BMDMs samples per mice and conditions (unpaired). Additional statistical analyses were performed using GraphPad Prism™ 9.0.2 software. Results are given as mean ± SEM or SD where indicated. Comparisons between two groups were done using unpaired t-test. Multiple comparisons were done with one-way analysis of variance (ANOVA). Statistical significance was determined as *p < 0.05; **p < 0.01.

## Results

### RasGEF1b is preferentially expressed in macrophages among members of the RasGEF1 subfamily

We have previously shown that RasGEF1 domain family member 1b is found on murine macrophages and that its expression is induced upon Toll-like receptor (TLR) stimulation and regulated by NF-κB transcription factor^13,14^ To understand the function played by RasGEF1b in macrophage biology, we performed in silico analyses of the BioGPS database to compare its expression with the closest members RasGEF1a and RasGEF1c in mouse macrophage lineages^31^. We found that RasGEF1b exhibited the highest levels of expression in bone-marrow-derived macrophages, microglia, peritoneal macrophages, osteoclasts, and RAW264.7 cells, followed by RasGEF1a and RasGEF1c (Fig. 1, Supplementary Table S1). These results indicate that RasGEF1b expression is dominant over members of the RasGEF1 subfamily in macrophages.

**Figure 1:**
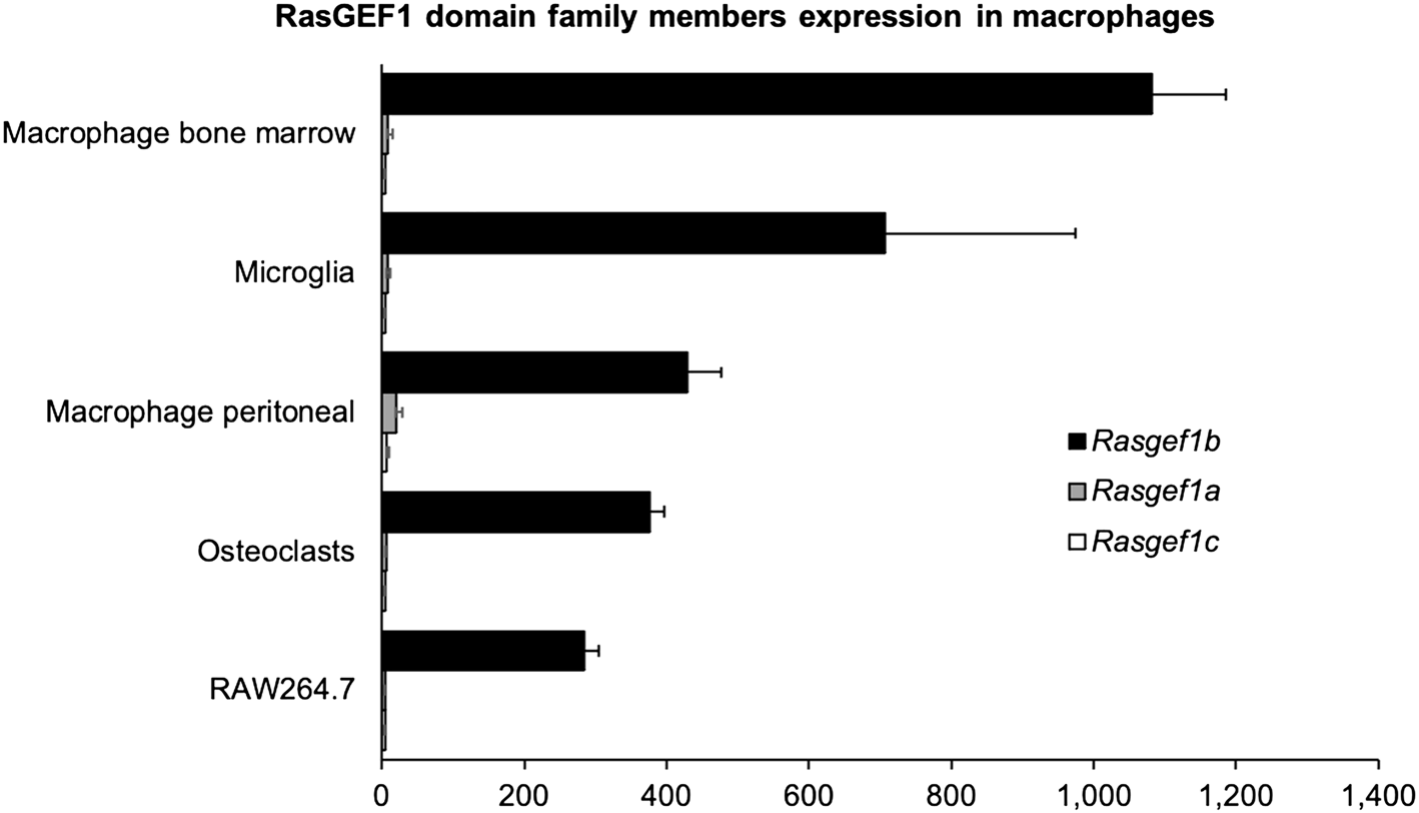
Preferential expression of RasGEF1b among RasGEF1 family members in macrophages. cDNA Expression level of RasGEF1 domain family members mouse macrophages from BioGPS database^31^.

### Disruption of the Rasgef1b gene in mice

To inspect the function of RasGEF1b in primary BMDMs, we developed a *Rasgef1b* knock-out mouse. The murine *Rasgef1b* gene consists of 14 exons and spans about 35 kb on the reverse strand of mouse chromosome 5 (NCBI ID: NC_000071.6, Ensembl accession: ENSMUST00000031276.14, UCSC accession: uc008ygl.1). Disruption of *Rasgef1b* in mice was achieved using standard homologous targeting and Cre recombinase-mediated strategies (as described in the *Materials and Methods* section; Fig. 2a). First, a targeting vector was created that contained a neomycin-resistance gene (neo), flanked by Frt sites, inserted between two *loxP* sites flanking exons 7 and 8, which encode part of the catalytic domain. Following electroporation and G418-mediated positive selection of embryonic stem (ES) cells, Southern blot analysis of four ES cell clones demonstrated successful targeting of the *Rasgef1b* allele (Supplementary Fig.S1a, S4). After breeding with Flipase-expressing mice to delete the neomycin cassette, heterozygous mice were generated and then intercrossed to generate homozygous *Rasgef1b*^fl/fl^ animals. To obtain complete *Rasgef1b*-null mice, *Rasgef1b*^fl/fl^ animals were crossed with cytomegalovirus (CMV)-Cre mice to obtain global *Rasgef1b* heterozygous mice, which were intercrossed to generate mice with deletion of *Rasgef1b* in all tissues, including germ cells. The knock-out mice (RasGEF1b-cKO) are fertile, present no apparent gross abnormalities, and are not visibly different from C57BL/6 wild-type mice. The absence of RasGEF1b in RasGEF1b knock-out animals was confirmed by assessing mRNA levels in differentiated BMDMs, fresh bone-marrow cells, spleen, lungs, liver, and heart (Fig. 2b and Supplementary Figs. S1b, S1c). Importantly, no compensatory expression by the closely related RasGEF1a and RasGEF1c was observed in the knock-out macrophages (Fig. 2c–f).

**Figure 2:**
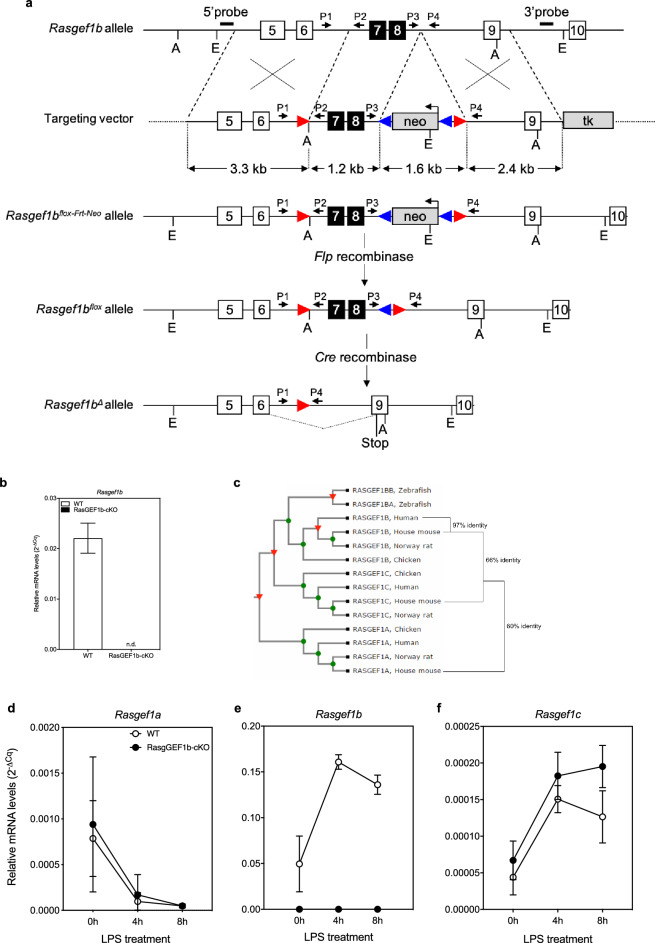
Gene targeting and generation of transgenic C57BL/6 *Rasgef1b*^fl/fl^ mice and conditional cre recombinase-mediated gene deletion. (**a**) Shown is a schematic of the strategy used for the generation of the floxed and conditional RasGEF1b knock-out mice. Illustrative maps are provided for the wild-type *Rasgef1b* allele, targeting vector, targeted allele, floxed *Rasgef1b* allele (flox) after Flp-mediated recombination, and the deleted *Rasgef1b* locus (Δ) in the targeted cells. The open or black boxes represent coding exons; the black boxes represent the targeted exons. Red and blue arrowheads indicate *loxP* and frt sites, respectively; A = *Afl*II; E = *Eco*RI. Approximate position of primers (P1–P4) used for genotyping are indicated by the horizontal arrows above line. The paired *loxP* sites in *Rasgef1b*^fl/fl^ alelles are located in introns 6 and 8. Cre recombinase activity on *Rasgef1b*^fl/fl^ alleles will result in the deletion of exons 7 and 8, causing both a frameshift and stop codon at exon 9 of the *Rasgef1b* upon Cre-mediated recombination in the target tissue or cells; this will eliminate the expression of the carboxy-terminal region of RasGEF1b that contains the catalytic domain for guanine nucleotide exchange. (**b**) PCR analysis of tail genomic DNA in 1.5% agarose gel used for routine genotyping. The PCR reactions contained the primers P3 and P4 (refer to panel (**a**), and *Material and Methods*) for diagnosing the flox allele. (**b**) RT-qPCR analysis of RasGEF1b mRNA levels in BMDMs differentiated from bone-marrow cells taken from wild-type (WT) and RasGEF1b-cKO (KO) mice. Data are represented as mean ± SEM (n = 3 per group). n.d., *not detected*. (**c**) Phylogenetic tree showing the similarity among a RasGEF1 proteins. The amino-acid sequences of RasGEF1b members of the organisms were aligned using the Clustal W program to generate the dendrogram. (**d**–**f**) RT-qPCR analysis of mRNA levels of RasGEF1 members in wild-type (WT) or RasGEF1b-cKO BMDMs that were left untreated or treated with LPS (100 ng/ml) for the time intervals indicated in the graphs.

### RNA-seq, quality control, and read mapping

To determine the overall effect of *Rasgef1b* deletion on gene expression in macrophages, we performed RNA-seq on total RNA obtained from wild-type and RasGEF1b-cKO BMDMs that were left untreated or treated with LPS for 4 h. 

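BMDMs are macrophages grown from bone marrow progenitors, and LPS is a component of the outer membrane of Gram-negative bacteria that macrophages sense through Toll-like receptor 4. RNA-seq libraries came from 4 groups with 3 biological replicates each, from mice aged 8 to 12 weeks. The groups were untreated WT macrophages, WT macrophages treated with LPS at 100 ng/ml for 4 h, untreated RasGEF1b-cKO (KO) macrophages and KO macrophages treated with LPS in the same way. The methods give 200000 cells per well, whereas the sample labels give 2000000. The authors trimmed the reads with Trimmomatic (0.39), aligned them to GRCm38 with STAR (2.7.4a) and counted them per gene with featureCounts of Subread (2.0.1). They then divided the counts by one size factor per library from DESeq2, and the deposited values are these normalized counts.
Expression is given here in normalized counts, as the mean ± SD of 3 libraries. For the comparisons, 1 was added to each normalized count, the sum was converted to log2, and limma with a variance trended on expression was fitted to the 2 groups of each comparison. Genes with a mean normalized count of at least 10 in those groups were tested. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, which are the thresholds of the paper. Adding 1 makes the fold changes of genes with few reads smaller. Groups of genes (pathways and cell type markers) were written down before the data were examined, but with the paper's results at hand. They were tested with camera, which asks whether the genes of a list moved more than the other genes. Some lists hold genes that the paper reports as changed on these samples, such as *Ccl2*, *Slfn4* and *Akr1e1*. Between the genotypes such lists are not independent evidence.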

After quality trimming, a mean of 94.25% of reads mapped successfully to unique regions of the mouse reference genome. An average read depth above 2.1 × 10^7^ reads/sample was obtained with a range of 2.14 × 10^7^ to 2.78 × 10^7^ reads mapped uniquely (Supplementary Table S2). 

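Between 18693 and 22246 gene models had at least 1 read in a library, of the 55487 in the annotation. Reads counted in genes numbered 20774591 to 24977356 per library in untreated WT macrophages and 19316691 to 20300050 in LPS-treated WT macrophages. They numbered 20329661 to 23194889 in untreated KO macrophages and 19866711 to 22912116 in LPS-treated KO macrophages. A single read was worth 0.660 to 0.855 normalized counts in untreated libraries and 1.21 to 1.41 in LPS-treated ones. Normalized counts summed to 16361938.2 to 17384974.5 per library in untreated macrophages and 25980274.0 to 28238994.2 in LPS-treated ones. Levels compared between untreated and LPS-treated macrophages thus depend on the size factors. Mitochondrially encoded transcripts took 1.12% to 1.72% of the reads of a library. In the untreated KO macrophages of replicate 2, the ribosomal RNA gene model *CT010467.1* took 5.06% of the reads, against 0.0398% to 0.0874% in the other 11 libraries.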

We used DEseq2 analysis to test for differential gene expression between unstimulated and stimulated cells of each genotype, using a fold-change (FC) 2 and false-discovery rate (FDR) < 0.05 as criteria for significance. LPS treatment led to differential expression of 5017 and 4,914 genes in WT and RasGEF1b-cKO macrophages, respectively (Supplementary Fig. S2). 

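The genes with the largest responses to LPS were largely shared by WT and KO macrophages. *Nos2*, the inducible nitric oxide synthase, rose from 14.1 ± 2.28 to 43317 ± 9367 normalized counts (SD, n = 3 libraries per group) in WT macrophages and from 21.3 ± 1.12 to 31969.8 ± 1877 in KO macrophages. *Acod1*, which makes itaconate, the chemokine gene *Cxcl10* and the serpin gene *Serpina3f* were, with *Nos2*, among the 5 genes with the largest increase in both genotypes, with log2 fold changes of 11.08, 10.71 and 11.04 in WT macrophages. *Cxcr4*, the receptor of the chemokine *Cxcl12*, fell from 1433 ± 191 to 9.76 ± 5.16 normalized counts in WT macrophages and from 935 ± 85.6 to 7.79 ± 1.59 in KO macrophages. *Rasgef1b* itself rose with a log2 fold change of 2.54 (standard error 0.05, limma adjusted p = 5.35e-10) in WT macrophages, while its paralog *Rasgef1a* fell, with a log2 fold change of -2.59 (standard error 0.31, limma adjusted p = 5.44e-05).
In WT macrophages 4294 of 12656 genes were called, and in KO macrophages 4309 of 12732. All 3869 genes called in both genotypes changed in the same direction, among 12492 genes tested in both. Across these genes, which are not independent replicates, the log2 fold changes of the 2 genotypes had a Pearson correlation of 0.984. Without the fold threshold, 9266 genes passed an adjusted p under 0.05 from limma in WT macrophages and 9174 in KO macrophages.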

A greater number of genes were up-regulated (2654) than down-regulated (2363) in LPS-stimulated WT macrophages when compared to untreated control cells. 

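In WT macrophages LPS raised 2158 genes and lowered 2136. Among the genes that fell was *Cebpa*, a transcription factor of myeloid differentiation, from 3221 ± 78.8 to 55.1 ± 2.35 normalized counts (SD, n = 3). Of 23 cell cycle genes, 14 fell and 9 were not called, with a median log2 fold change of -1.17. At an adjusted p under 0.05 alone, 20 fell (20 when adjusted over the list alone). *Cdc20*, an activator of the anaphase-promoting complex, had a log2 fold change of -2.54 (standard error 0.18, limma adjusted p = 1.25e-06) and *Mcm2*, a subunit of the replicative helicase, one of -2.11 (standard error 0.23, limma adjusted p = 2.51e-05). The list was lower than the other genes by camera (limma, adjusted p = 6.11e-05; adjusted p = 0.631 with an estimated correlation).
Upper quartile scaling of the libraries moved the median of all genes by 0.17 on the log2 scale and gave 2469 higher and 1737 lower genes. Quantile normalization moved it by -0.13 and gave 1875 higher and 2182 lower genes, which turns the balance. The balance also turned with edgeR (2126 higher, 2226 lower) and without a filter (2818, 2861). It turned as well without LPS-treated WT replicate 1 (2154, 2177), 2 (2160, 2197) or 3 (2058, 2148). All other alternatives kept more higher than lower genes.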

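The inflammatory gene groups written down beforehand rose in WT macrophages after LPS. All 39 interferon-stimulated genes were called higher, with a median log2 fold change of 5.42, among them the antiviral gene *Rsad2* with 8.29 (standard error 0.25, limma adjusted p = 4.05e-09). Of 21 inflammatory cytokine genes, 19 rose and 2 were not called (20 higher when adjusted over the list alone), with a median of 4.97. *Il6*, which encodes interleukin 6, rose from 1.73 ± 1.30 to 2661 ± 208 normalized counts (SD, n = 3), and *Tnf*, which encodes tumor necrosis factor, from 397 ± 21.1 to 29426 ± 343. Of 23 chemokine ligand genes, 19 rose and 4 were not called (20 higher when adjusted over the list alone), with a median of 4.28, among them *Ccl5* with 9.90 (standard error 0.23, limma adjusted p = 8.22e-10).
Of 22 targets and feedback genes of NF-kB, 21 rose and 1 was not called (21 higher and 1 lower when adjusted over the list alone), with a median of 4.44, among them *Ptgs2*, the inducible cyclooxygenase, with 10.33 (standard error 0.13, limma adjusted p = 5.04e-11). All 7 Schlafen genes rose, with a median of 4.37. Of 19 genes of MHC class I presentation, 18 were called higher and all 19 when adjusted over the list alone, with a median of 2.42. Of 8 dendritic cell markers, 7 were called higher (7 when adjusted over the list alone), with a median of 3.87. Of 7 genes of MHC class II presentation, 4 were called higher (7 when adjusted over the list alone), with a median of 1.08. By camera the cytokines (limma, adjusted p = 7.98e-09) and the chemokine ligands (limma, adjusted p = 5.11e-08) rose more than the other genes, also with an estimated correlation (adjusted p = 0.0463 for both). The adjusted p of the interferon-stimulated genes was 2.05e-13, of the NF-kB list 5.63e-11, of the MHC class I list 6.31e-08, of the Schlafen genes 9.45e-04 and of the dendritic cell markers 0.00296 (camera of limma). With an estimated correlation these became adjusted p = 0.586, adjusted p = 0.482, adjusted p = 0.586, adjusted p = 0.593 and adjusted p = 0.263. The MHC class II list did not pass camera (limma, adjusted p = 0.117), but passed with the replicate number as a block, at the same median of 1.08 (limma, adjusted p = 0.0234; adjusted p = 0.705 with an estimated correlation and no block).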

Gene ontology (GO) analysis indicated that the top 10 significantly enriched biological processes for nearly all significantly induced genes in WT BMDMs were associated with the inflammatory response (e.g., immune system process, innate immune response, response to lipopolysaccharide), as expected (Supplementary Fig. S3). This confirms the accuracy of our RNA-seq analysis.

Next, we sought to identify which genes in either untreated or LPS-treated conditions were affected by the absence of RasGEF1b. We observed a total of 49 differentially expressed genes (DEGs) at the baseline untreated condition. 

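*Rasgef1b*, the targeted gene (ENSMUSG00000089809), was lower in KO than in WT macrophages. Untreated macrophages held 2072 ± 88.2 normalized counts (SD, n = 3) in WT and 609 ± 77.4 in KO, a log2 fold change of -1.77 (standard error 0.09, limma adjusted p = 1.29e-04). LPS-treated macrophages held 12084 ± 407 in WT and 3862 ± 297 in KO, a log2 fold change of -1.65 (standard error 0.07, limma adjusted p = 4.20e-06). The values count reads from all exons of the gene, of which only exons 7 and 8 are deleted. Its paralog *Rasgef1a* had 153 ± 25.2 normalized counts in untreated WT macrophages and 148 ± 29.7 in KO, with a log2 fold change of -0.05 (standard error 0.17, limma adjusted p = 0.958), and the paralog *Rasgef1c* was below the level tested.
In untreated macrophages 24 of 12461 genes were called between the genotypes. All 24 were also called by DESeq2 on the whole reads recovered from the normalized counts, which called 50 genes. The quasi-likelihood test of edgeR called 18, all among the 24. Of the calls named below, edgeR ended those of *Cp*, *Egln3*, *Ifit1bl1*, *As3mt* and *Pde1c*. The fit of all 12 libraries ended those of *Egln3* and *Pkp2*. The number of calls fell to 6 without WT replicate 1, 4 without WT replicate 2, 5 without KO replicate 3, 11 without KO replicate 2 (the library with the ribosomal RNA reads), and to 2 without the trended variance, and rose to 44 with the replicate number as a block, 42 without a filter and 67 without the fold threshold.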

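The 12 genes called lower in untreated KO macrophages were *Rasgef1b*, the chemokine genes *Ccl7*, *Ccl8* and *Ccl12*, *Vcam1*, the antiviral family member *Ifit1bl1*, the ceruloplasmin gene *Cp*, the hypoxia-inducible prolyl hydroxylase gene *Egln3*, *Efcab7*, *Gm15446*, the pseudogene *Gm28438* and *As3mt*, which was named only after its values were seen. *Gm15446*, on chromosome 5 from 109923400 to 109943936, fell from 102 ± 1.73 normalized counts (SD, n = 3) in WT to 3.08 ± 2.7 in KO macrophages, a log2 fold change of -5.03 (standard error 0.61, limma adjusted p = 0.0188). *Gm28438* fell from 27.4 ± 5.95 to 3.37 ± 1.57, a log2 fold change of -2.74 (standard error 0.35, limma adjusted p = 0.0219). The log2 fold changes were -1.65 (standard error 0.26, limma adjusted p = 0.0427) for *Cp*, -1.43 (standard error 0.24, limma adjusted p = 0.0465) for *Egln3*, -1.43 (standard error 0.20, limma adjusted p = 0.0273) for *Efcab7* and -1.43 (standard error 0.23, limma adjusted p = 0.0435) for *Ifit1bl1*.
The 12 genes called higher included *Akr1e1*, *Eya1*, *Pkp2*, *Serpinb6b*, *Uchl1*, the adenylate cyclase gene *Adcy2*, the phosphodiesterase gene *Pde1c*, the cyclophilin gene *Ppic*, *Atf7ip2* and *AC149090.1*. *AC149090.1* rose from 2182 ± 80.0 normalized counts in WT to 5183 ± 743 in KO macrophages, a log2 fold change of 1.24 (standard error 0.09, limma adjusted p = 0.00181). *Adcy2* had a log2 fold change of 1.81 (standard error 0.24, limma adjusted p = 0.0254), *Atf7ip2* one of 1.55 (standard error 0.21, limma adjusted p = 0.0273), *Ppic* one of 1.24 (standard error 0.20, limma adjusted p = 0.0427) and *Pde1c* one of 1.24 (standard error 0.20, limma adjusted p = 0.0465). *AC149090.1* and *Rasgef1b* kept their calls with each library left out in turn, whereas the calls of *Gm15446*, *Gm28438*, *Cp*, *Egln3*, *Efcab7*, *Ifit1bl1*, *Adcy2*, *Atf7ip2*, *Ppic* and *Pde1c* ended without WT replicate 1, without WT replicate 2 and without KO replicate 3, and those of all but *Gm15446* and *Gm28438* also without KO replicate 2, all but *Ppic* without WT replicate 3, and *Cp*, *Egln3* and *Atf7ip2* without KO replicate 1. In the fits that ended a call the log2 fold changes were -5.49 to -5.02 for *Gm15446*, -2.84 to -2.57 for *Gm28438*, -1.50 to -1.31 for *Efcab7*, -1.82 to -1.36 for *Cp*, -1.64 to -1.26 for *Egln3*, -1.55 to -1.27 for *Ifit1bl1*, 1.64 to 1.86 for *Adcy2*, 1.41 to 1.65 for *Atf7ip2*, 1.09 to 1.23 for *Ppic* and 1.05 to 1.36 for *Pde1c*.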

Twenty-five genes were down-regulated, while 24 were up-regulated in the untreated knock-out macrophages (Fig. 3a,b and Supplementary Table S3). In the LPS-treated condition, we identified a total of 37 DEGs, with 13 genes down-regulated and 24 genes up-regulated (Fig. 3a,c and Supplementary Table S4). 

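In LPS-treated macrophages 8 of 12504 genes were called lower in KO macrophages and 21 higher. The genes called lower were *Rasgef1b*, *Serpinb2*, *Slfn4*, *Cd38*, *G530011O06Rik*, *Gm15446*, *Gm28438* and the non-coding RNA gene *Gm49980*. *Gm15446* had 80.9 ± 11.1 normalized counts (SD, n = 3) in WT and 5.22 ± 4.12 in KO macrophages, a log2 fold change of -3.96 (standard error 0.49, limma adjusted p = 0.00665), and *Gm49980* a log2 fold change of -1.51 (standard error 0.22, limma adjusted p = 0.0146). Among the genes called higher, *Penk*, which encodes proenkephalin, had a log2 fold change of 1.41 (standard error 0.22, limma adjusted p = 0.0216), *Nr4a3*, an orphan nuclear receptor induced early after stimulation, one of 1.02 (standard error 0.15, limma adjusted p = 0.0183), and *Trp53i11* one of 1.60 (standard error 0.24, limma adjusted p = 0.0183). *Ptgfrn* had a log2 fold change of 1.66 (standard error 0.31, limma adjusted p = 0.0397), *Cpne8* one of 2.11 (standard error 0.38, limma adjusted p = 0.0379) and *Chsy3* one of 2.25 (standard error 0.42, limma adjusted p = 0.0439). *Gm16867* had 108 reads over the KO libraries and 0 over the WT libraries, which makes it at least 33.5-fold higher (against 3 counts over the group). In untreated macrophages, where it was below the level tested, it had 22, 11 and 12 reads in the KO libraries and 0 in each WT library.
Without KO replicate 1 the genes called higher stayed at 21 and those called lower rose from 8 to 21, so the excess of higher genes was lost. The calls were 4 lower and 7 higher without WT replicate 2, 10 and 12 without KO replicate 2, 5 and 10 without KO replicate 3, and 2 and 3 without the trended variance. They were 17 and 26 by DESeq2, 13 and 28 without a filter, and 39 and 63 without the fold threshold. The fit of all 12 libraries ended the calls of *Gm49980*, *Nr4a3* and *Trp53i11*. The replicate number as a block ended those of *Ptgfrn*, *Cpne8* and *Chsy3*. DESeq2 also ended the call of *Chsy3*. Leaving out 1 library at a time ended the calls of *Chsy3* without each of the 6 libraries, of *Cpne8* and *Ptgfrn* without each but KO replicate 1, of *Penk* without WT replicate 2 or 3 or KO replicate 2 or 3, of *Nr4a3* without WT replicate 2 or 3 or KO replicate 1 or 2, of *Gm49980* without WT replicate 1 or 2 or KO replicate 3, of *Trp53i11* without WT replicate 2 or KO replicate 3, and of *Gm15446* without WT replicate 2, at log2 fold changes of 2.00 to 2.54 for *Chsy3*, 1.68 to 2.33 for *Cpne8*, 1.40 to 1.85 for *Ptgfrn*, 1.22 to 1.49 for *Penk*, 0.92 to 1.03 for *Nr4a3*, -1.53 to -1.37 for *Gm49980*, 1.61 to 1.65 for *Trp53i11* and -3.92 for *Gm15446*.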

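Genes called in both conditions changed in the same direction in each. Those lower in KO macrophages in both were *Rasgef1b*, *Gm15446* and *Gm28438*, against 0.00616 expected by chance (Fisher's exact test, one-sided, p = 1.65e-08). Those higher in both were *AC149090.1*, *Akr1e1*, *Atf7ip2*, *Eya1*, *Ppic*, *Serpinb6b* and *Uchl1*, against 0.0164 expected by chance (Fisher's exact test, one-sided, p = 1.53e-18). These tests take the conditions as independent, whereas replicate numbers pair their libraries, so differences between mice can recur in both. The test of lower genes also counts *Rasgef1b*, the targeted gene, whose fall in both was set by the design. The overlap was not tested without it. In LPS-treated macrophages *Atf7ip2* had a log2 fold change of 2.13 (standard error 0.26, limma adjusted p = 0.00644), *AC149090.1* one of 1.16 (standard error 0.09, limma adjusted p = 2.37e-04), *Ppic* one of 1.13 (standard error 0.20, limma adjusted p = 0.0335) and *Gm28438* one of -2.73 (standard error 0.33, limma adjusted p = 0.00644).
*Slfn4*, *G530011O06Rik* and *Gm49980*, called lower in LPS-treated KO macrophages, did not pass the test in untreated ones, with log2 fold changes of -1.87, -1.65 and -1.48 (limma, adjusted p = 0.156, 0.0919 and 0.189). All 3 were called in untreated ones by DESeq2 and without a filter, *Slfn4* and *Gm49980* with the replicate number as a block, and *Slfn4* and *G530011O06Rik* with all 12 libraries in one fit. *Ptgfrn* and *Cpne8*, called higher in LPS-treated KO macrophages, had log2 fold changes of 1.71 for *Ptgfrn* and 1.79 for *Cpne8* in untreated ones (limma, adjusted p = 0.0958 and 0.0568) and were called there by DESeq2, without a filter and with all 12 libraries. *Adcy2*, called in untreated macrophages, had a log2 fold change of 1.50 after LPS (limma, adjusted p = 0.0708) and was called there by the same 3 alternatives. *Mgll*, the monoacylglycerol lipase, had 1.11 untreated and 1.81 after LPS (limma, adjusted p = 0.109 and 0.0803) and was called in neither, but in both by DESeq2 and without a filter, and in untreated macrophages with the block. Without untreated WT replicate 1 or 2, 3 genes were higher and 1 lower in both conditions, without untreated WT replicate 3 6 and 1, without untreated KO replicate 3 4 and 1, and without LPS-treated WT replicate 2 5 and 1. The call of *Ppic* after LPS ended without WT replicate 1 or 2 or KO replicate 2 or 3, at log2 fold changes of 0.93 to 1.16, and that of *Gm28438* without WT replicate 2, at -2.77.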

Of the identified DEGs, six genes were down-regulated in both untreated and LPS-treated KO cells (*Gm15446*, *Gm28438*, *Slfn4*, *Rasgef1b*, *G530011O06Rik*, *Gm49980*) while 12 genes (*Ppic*, *AC149090.1*, *Large1*, *Serpinb6b*, *Uchl1*, *Adcy2*, *Mgll*, *Ptgfrn*, *Cpne8*, *Eya1*, *Atf7ip2*, *Akr1e1*) were up-regulated (Fig. 3d, e). Thus, the absence of RasGEF1b in macrophages causes a disturbance of the expression of a moderate number of genes under steady-state and LPS-stimulated conditions.

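The difference between the genotypes changed with LPS treatment most clearly for *Ccl4*, which encodes the chemokine MIP-1β. Its level was 1198 ± 53.0 normalized counts (SD, n = 3) in untreated WT and 606 ± 35.6 in untreated KO macrophages, and 42864 ± 714 and 41434 ± 1106 after LPS. The interaction of genotype and LPS, fitted to all 12 libraries, had a log2 value of 0.93 (standard error 0.08, limma adjusted p = 3.69e-04) for *Ccl4*. *Ccl4* was the 1 gene of 12711 that passed this test at an adjusted p under 0.05 from limma, and 537 genes had an unadjusted p under 0.05. *Rasgef1b*, with a log2 value of 0.12 (standard error 0.12, limma adjusted p = 0.999), was lower in KO macrophages in both conditions without passing it. With the replicate number as a block within each genotype 6 genes passed, with *Ccl4* among them, and 24 passed by DESeq2. The log2 fold changes of KO against WT macrophages in the untreated and the LPS-treated condition, which share no library but have libraries paired by replicate number, had a Pearson correlation of 0.523 across 11690 genes, which are not independent replicates. From the genes changed in the untreated and in the LPS-treated condition, the paper concludes that macrophages without RasGEF1b express a moderate number of genes differently in both states.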

**Figure 3:**
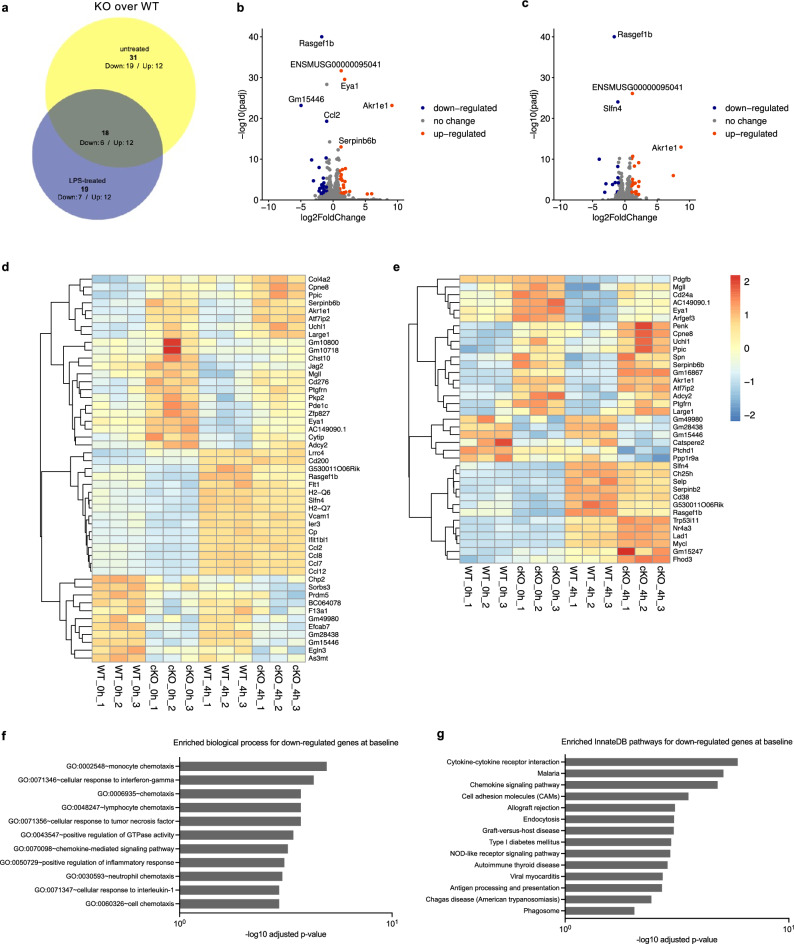
RNA-seq analysis in wild-type and RasGEF1b-cKO macrophages (n = 3). (**a**) Two-circle Venn-diagram showing the number of differentially expressed genes (DEGs) (fold change ≥ 2) in the knock-out BMDMs under basal (untreated) conditions and after LPS stimulation (LPS-treated). DEGs overlapping in both untreated and LPS-treated RasGEF1b-cKO (KO) macrophages are shown in the middle. (**b**, **c**) Volcano plots depicting DEGs in untreated and LPS-treated RasGEF1b-cKO BMDMs. (**d**, **e**) Heatmaps showing the DEGs in untreated (0 h, panel d) and LPS-treated (4 h, panel e) RasGEF1b-cKO macrophages, as compared with wild-type (WT) macrophages, grouped by hierarchical clustering. GO-term (**f)** and pathway analysis (**g**) on genes significantly down-regulated in the knock-out cells. The enriched biological process or pathways identified in RasGEF1b-cKO macrophages are shown and ranked according to the threshold of Benjamini-adjusted *p*-value < 0.01.

### Functional enrichment analysis of differentially expressed genes

We wanted to obtain insights into potential biological processes implicated in macrophage biology that are affected by the absence of RasGEF1b. To this end, we analyzed the DEG sets for enrichment of Gene Ontology (GO) terms using the high-throughput and integrated data-mining environment DAVID^29^. Using the DEGs as input, including *Rasgef1b*, we found that only the down-regulated genes in non-activated macrophages were enriched for GO terms. Eleven GO categories were significantly enriched with an FDR < 0.01 (Fig. 3f). Interestingly, only eight genes, including *Rasgef1b*, were part of the enriched gene sets. 

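The 8 genes, *Ccl2*, *Ccl7*, *Ccl8*, *Ccl12*, *Flt1*, *H2-Q7*, *Vcam1* and *Rasgef1b*, all had lower mean levels in untreated KO macrophages than in WT. *Flt1*, a receptor of vascular endothelial growth factor, had 88.4 ± 18.1 normalized counts (SD, n = 3) in WT and 37.4 ± 14.2 in KO macrophages, a log2 fold change of -1.28 (standard error 0.29, limma adjusted p = 0.120). *H2-Q7*, an MHC class Ib gene, had 48.3 ± 9.67 in WT and 15.4 ± 6.99 in KO macrophages, a log2 fold change of -1.65 (standard error 0.31, limma adjusted p = 0.0730). Of the 8 genes, 5 were called lower, and *Flt1*, *H2-Q7* and *Ccl2* were not. All 8 were lower when adjusted over the list alone, but the study chose this list on these samples, so its count is not independent evidence. The list had a median log2 fold change of -1.57 (camera of limma, adjusted p = 5.83e-18; adjusted p = 0.0341 with an estimated correlation).
*H2-Q7* passed the test when KO replicate 1 was left out, with a log2 fold change of -1.98, as it did with the replicate number as a block, with a robust trend, with all 12 libraries in one fit and, together with *Flt1*, without a filter. *H2-Q7* and *Flt1* also passed by DESeq2, with -1.65 and -1.25.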

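The 4 monocyte chemoattractant genes lie together on chromosome 11 of GRCm38, *Ccl2* from 82035571 to 82037453, *Ccl7* from 82045712 to 82047525, *Ccl12* from 82101845 to 82103400 and *Ccl8* from 82115185 to 82116799. *Ccl8* fell from 105 ± 37.0 normalized counts (SD, n = 3) in untreated WT to 23.4 ± 4.82 in untreated KO macrophages, a log2 fold change of -2.07 (standard error 0.29, limma adjusted p = 0.0284). *Ccl12* fell from 101 ± 25.6 to 35.2 ± 6.72, a log2 fold change of -1.48 (standard error 0.22, limma adjusted p = 0.0385). *Ccl7* fell from 2467 ± 512 to 1165 ± 170.3, a log2 fold change of -1.07 (standard error 0.15, limma adjusted p = 0.0323). *Ccl2*, the most abundant of the 4, fell from 5168 ± 717 to 2583 ± 148, a log2 fold change of -0.99 (standard error 0.10, limma adjusted p = 0.00825), which is short of the fold threshold. In all 4 genes each KO library lay below each WT library (with 3 against 3 libraries, chance leaves no overlap in 10% of genes).
The calls of *Ccl7*, *Ccl8* and *Ccl12* ended when WT replicate 1, WT replicate 2, KO replicate 2 or KO replicate 3 was left out, at log2 fold changes of -1.04 to -0.93 for *Ccl7*, -2.21 to -1.87 for *Ccl8* and -1.50 to -1.31 for *Ccl12*, and *Ccl2* was called without WT replicate 3, at -1.09. Without the trended variance none of the 4 was called, *Ccl7* was not called with the robust fit, and *Ccl12* not among genes with a mean of at least 50.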

While *Ccl2*, *Ccl7*, *Ccl8,* and *Ccl12* were identified in all of these gene sets, *Flt1* was identified in chemotaxis and monocyte chemotaxis, *H2-Q7* in cellular response to interferon-γ, *Vcam1* in cellular response to tumor necrosis factor, and *Rasgef1b* in positive regulation of GTPase activity. Thus, GO analysis indicated that genes involved in the chemotaxis, cellular response to cytokines, and positive regulation of GTPase activity exhibit altered expression in RasGEF1b-cKO macrophages at the baseline. 

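Of 19 chemokine ligand genes tested in untreated KO macrophages, 3 were called lower and 16 not called, with a negative log2 fold change in 13 and a positive one in 6. The median of -0.38 (-0.20 without WT replicate 3) was lower than that of the other genes by camera (limma, adjusted p = 8.94e-07). It was not with an estimated correlation (camera of limma, adjusted p = 0.0657). The list includes *Ccl2*, *Ccl7*, *Ccl8* and *Ccl12*, which the paper chose on these samples, so it is independent evidence only in part. At an adjusted p under 0.05 alone 6 were lower, *Ccl2*, *Ccl3*, *Ccl4*, *Ccl7*, *Ccl8* and *Ccl12*, and when adjusted over the list alone 8. *Ccl3*, which encodes the chemokine MIP-1α, fell from 1845 ± 98.9 normalized counts (SD, n = 3) in WT to 1203 ± 87.2 in KO macrophages, a log2 fold change of -0.62 (standard error 0.07, limma adjusted p = 0.0162). *Ccl4* had a log2 fold change of -0.98 (standard error 0.06, limma adjusted p = 8.24e-04).
The 13 inflammatory cytokine genes tested (1 lower when adjusted over the list alone) had a median of -0.04 (camera of limma, adjusted p = 0.463). Of 19 genes of the RasGEF family, which the paper describes as regulating Ras, Rap and Ral GTPases, *Rasgef1b* alone was called. When adjusted over the list alone 2 were lower, and the list had a median of -0.08 (camera of limma, adjusted p = 0.134). The 27 Ras and Rap GTPases and GTPase-activating proteins tested (1 higher when adjusted over the list alone) had a median of -0.0035 (camera of limma, adjusted p = 0.205).

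**Figure D2:**
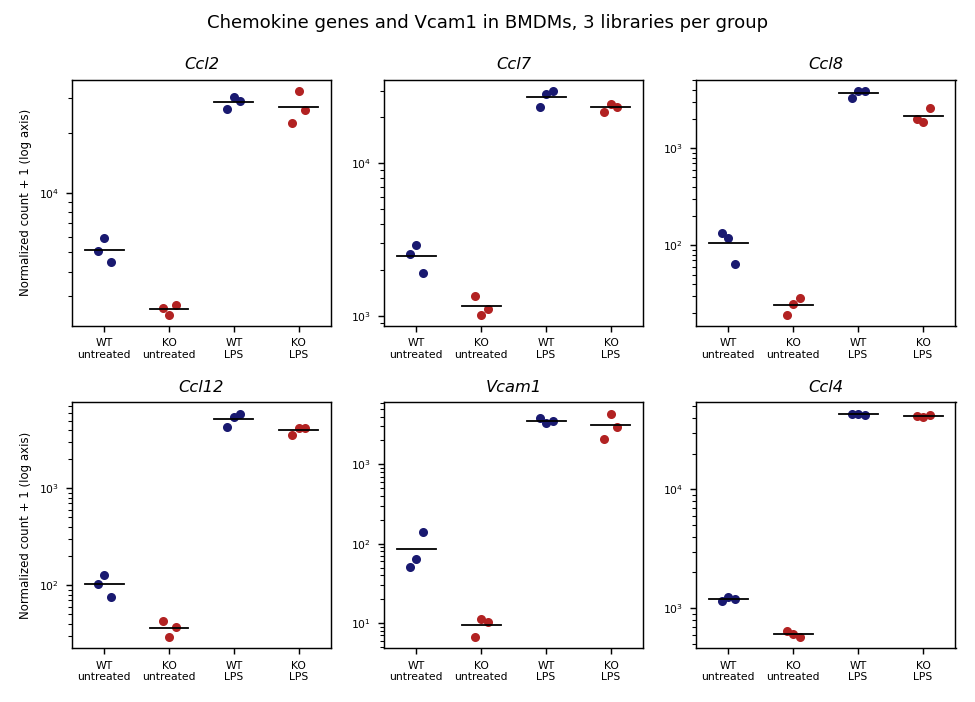
Normalized count + 1 (y axis, log scale) of *Ccl2*, *Ccl7*, *Ccl8*, *Ccl12*, *Vcam1* and *Ccl4* in each library (points), with 3 libraries per group, WT in blue and KO in red; the bar is the mean. In untreated macrophages the 3 KO libraries lie below the 3 WT libraries for each of these genes, and LPS raises all of them in both genotypes.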

KEGG pathway enrichment analysis ^32–34^ using the down-regulated genes as input for the InnateDB platform suggested involvement of a variety of immune-related pathways, including infectious (malaria, viral myocarditis, Chagas disease), autoimmune (autoimmune thyroid disease, type I diabetes), and alloimmune (graft-versus-host, allograft rejection) diseases, as well as cytokine and chemokine signaling (Fig. 3g).

### Validation of candidate genes

We obtained fresh BMDMs from WT and RasGEF1-cKO mice to obtain independent biological RNA samples for the validation of a subset of the DEGs. As GO analyses revealed that only downregulated genes were significantly represented, while no upregulated genes showed significant representation in any biological processes, we selected genes for validation based on the enrichment of GO biological processes among downregulated genes in macrophages. We evaluated the expression of 12 genes that exhibited decreased expression in the knock-out cells in untreated and LPS-treated macrophages. Except for *Ptchd1*, the genes were selected for their previously reported roles in macrophage biology and the inflammatory response ^35–42^. Nine genes (*Ccl7, Ccl8, Ccl12, Vcam1*, *Ch25h*, *Serpinb2*, *Cd38*, *Slfn4*, and *Ptchd1*) were confirmed to be significantly down-regulated, compared to wild-type, while *F13a1*, *Ccl2, and Selp1* exhibited a comparable trend of down-regulation as in the RNA-seq data that did not reach statistical significance (Fig. 4a,b; Supplementary Fig. S5). We also validated the expression levels of four genes that had exhibited up-regulated expression in the knock-out cells by RNA-seq. Remarkably, expression of the gene encoding aldo–keto reductase family 1, member E1, (*Akr1e1*) was completely absent in WT macrophages but strongly and significantly up-regulated in cells deficient for RasGEF1b (Fig. 4c). The expression of *Pkp2*, *Eya1,* and *Pdgfb* expression indicated a trend of up-regulation consistent with the RNA-seq data, but the results showed high variability and did not reach statistical significance in the RT-qPCR analyses (Fig. 4d,e). Therefore, the mRNA levels of DEGs measured by RT-qPCR exhibited a pattern highly similar to that of the RNA-seq data, with some minor statistical differences.

**Figure 4:**
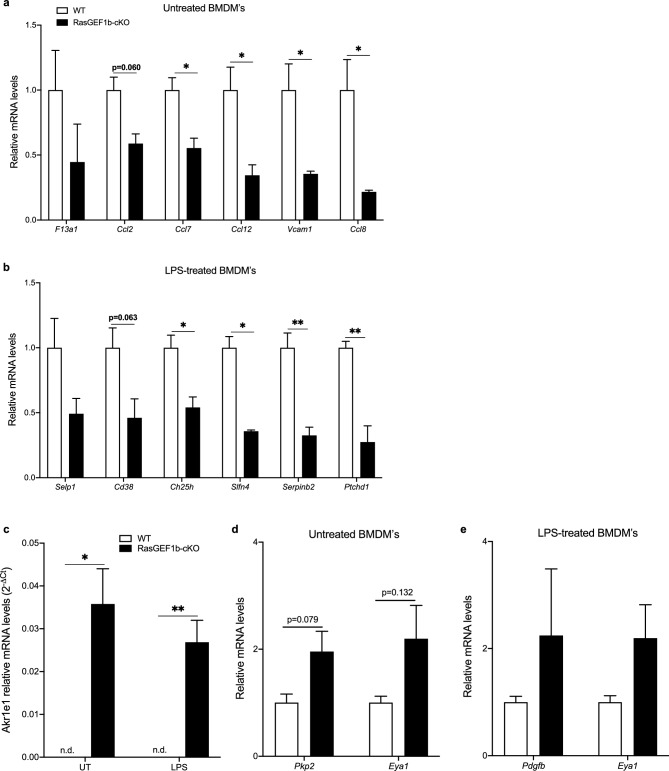
Validation by RT-qPCR of selected differentially expressed genes. Graphs show the relative mRNA expression of the genes differentially down-regulated in RasGEF1b-cKO (KO) macrophages (**a**) under basal conditions. Gene expression levels were normalized to the reference gene *Rpl32* and calibrated to untreated wild-type (WT) cells. (**b**) DEGs in the KO macrophages after treatment with LPS for four hours (n = 3 per genotype). Gene expression levels were normalized to the reference gene *Rpl32* and calibrated to LPS-treated wild-type (WT) cells. Graphs *c–e* show the relative mRNA expression of the genes identified as upregulated by RNA-seq analyses in RasGEF1b-cKO (KO) macrophages*.* Gene expression levels were normalized to the housekeeping gene *Rpl32* and calibrated to untreated (**a,** **d)** or LPS-treated (**b,** **e**) wild-type (WT) cells. Bar represent mean ± SEM. * and ** indicate statistical significance as *p* < 0.05 and *p* < 0.01, respectively. *Ccl2*, *-7*, *-8*, *-12*, C–C Motif Chemokine Ligand; *Cd38*, CD38 antigen; *Ch25h*, Cholesterol 25-Hydroxylase; *F13a1*, Coagulation Factor XIII A Chain; *Ptchd1*, Patched Domain Containing 1; *Serpinb2*, serine protease inhibitor B2; *Selp1*, Selectin platelet; *Slfn4*, Schlafen 4; *Vcam1*, Vascular cell adhesion molecule 1; *Akr1e1*, aldo–keto reductase family 1, member E1; *Eya1*, EYA Transcriptional Coactivator And Phosphatase 1; *Pdgfb*, Platelet Derived Growth Factor Subunit B; *Pkp2*, Plakophilin 2.

### RasGEF1b mediates the regulation of both basal and signal-dependent gene expression

While validating the RNA-seq DEGs whose expression was significantly affected by the absence of RasGEF1b in the LPS-treated cells, we noticed that their expression was also significantly decreased in the untreated macrophages as revealed by the RT-qPCR analyses (Fig. 5a–e). These genes were *Ch25h*, *Serpinb2*, and *Ptchd1*. This observation indicates that the same effect of the absence of RasGEF1b on gene expression observed in unstimulated cells (baseline gene expression) is also seen in the macrophages after treatment with LPS, indicating that RasGEF1b may be required to drive and sustain the steady-state expression of genes that are regulated during inflammatory stimulation.

**Figure 5:**
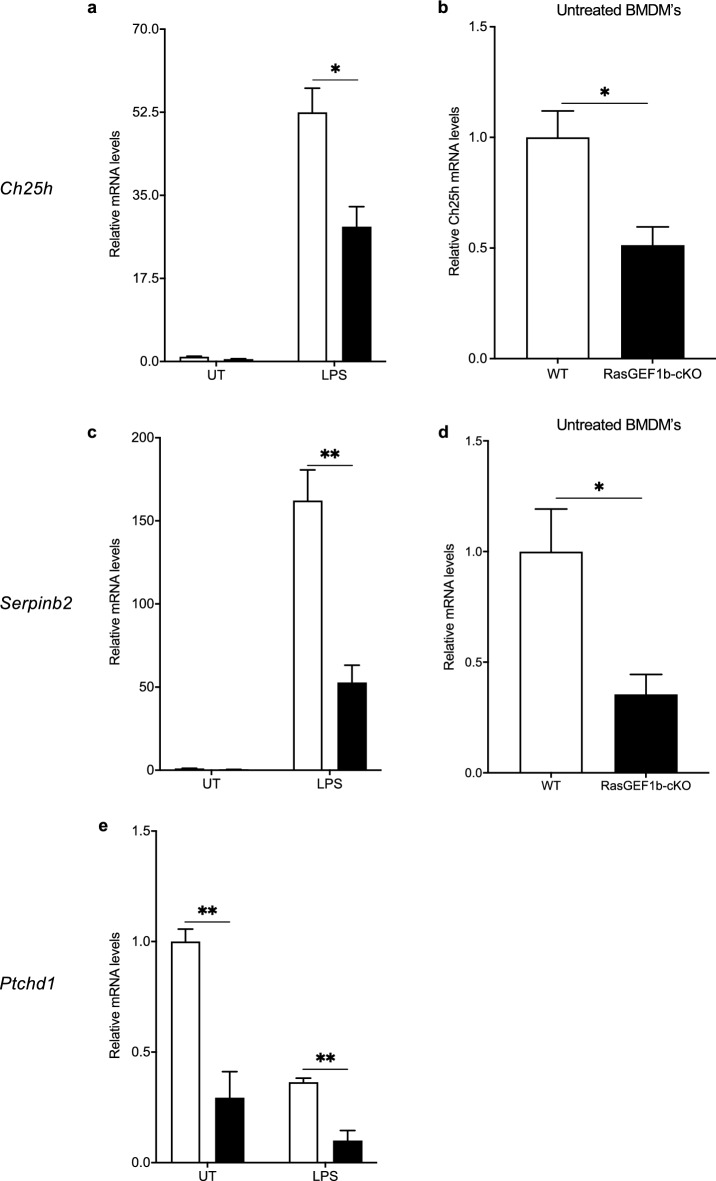
RasGEF1b-cKO macrophages exhibit decreased expression of LPS-responsive genes at baseline. The expression of *Ch25h*, *Serpinb2* and *Ptchd1* in a 2-time point experiment at 0 h (untreated) and 4 h after LPS stimulation (LPS-treated) are shown in *a*, *c* and *e,* respectively. Expression of *Ch25h* and *Serpinb2* are also shown for RasGEF1b-cKO (KO) and wild-type (WT) macrophages under untreated conditions in *b* and *d*, respectively. Data are mean ± SEM (n = 3 per condition). Unpaired t-tests for multiple comparisons between KO and WT macrophages: *p < 0.05, **p < 0.01. *Ch25h*, Cholesterol 25-Hydroxylase; *Serpinb2*, serine protease inhibitor B2; *Ptchd1*, Patched Domain Containing 1*.* White columns show WT samples, black columns show KO samples.

### Ectopic expression of RasGEF1b results in the transcriptional activation of Serpinb2

It has been shown that constitutive Serpinb2 mRNA expression in macrophages is tightly regulated by its proximal promoter^22^. Thus, we investigated whether RasGEF1b induced Serpinb2 transcription through its promoter by using luciferase assays with a SerpinB2 reporter construct pGLmP-539. We found that RasGEF1b activated the *Serpinb2* 5′ regulatory region by 3.26 fold above basal luciferase activity (Fig. 6a).

**Figure 6:**
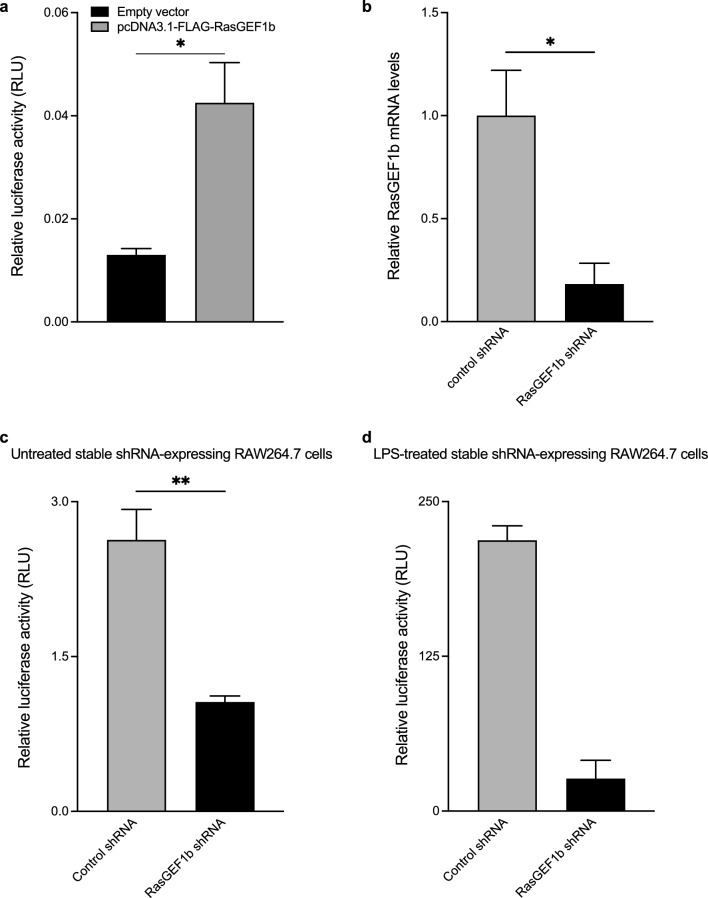
Effects of RasGEF1b overexpression or knock-down on SerpinB2 promoter transcriptional activation. (**a**) RasGEF1b increases the activity of the SerpinB2 promoter. HEK293 cells were transfected with an empty vector or an expression construct encoding FLAG-RasGEF1b (NM_145839), along with pGLmP-539 SerpinB2 promoter-luciferase reporter and pRL-TK reporter plasmids. Cell lysates were collected after 24 h and assayed for luciferase activity. Transfection experiments were performed ≥ 4 times in independent biological experiments. Data represent the mean ± SEM. Statistical significance was determined for RasGEF1b encoding plasmid compared to pFLAG-CMV4 vector by Student t-test (*p < 0.05). (**b**) RT-qPCR analysis showing knock-down of RasGEF1b mRNA in shRNA-expressing RAW264.7 cells. Gene expression levels were normalized to the reference gene *Rpl32* and calibrated to control shRNA-expressing cells (n = 3 independent experiments). (**c**, **d**) Luciferase assays showing SerpinB2 transcriptional activation in puromycin-resistant shRNA control or shRNA RasGEF1b-expressing RAW264.7 cells. Transfections were performed in 24-well plates containing 400 ng and 100 ng of pGLmP-539 and pRL-TK per well, respectively. Twenty-four hours post-transfection, cells were left untreated or treated with LPS 100 ng/ml. Cell lysates were collected after 18 h and assayed for luciferase activity (n = three and two independent experiments for *c* and *d*, respectively). Bars represent mean ± SEM. * and ** indicate statistical significance as *p* < 0.05 and *p* < 0.01, respectively.

### Knockdown of RasGEF1b in RAW264.7 macrophages inhibits both the constitutive and LPS-induced transcriptional activation of Serpinb2

To complement the overexpression-based experiments, we utilized lentiviral vectors encoding control shRNA and RasGEF1b shRNA to knock down the murine RasGEF1b mRNA transcript, allowing us to further assess the effects on SerpinB2 transcriptional activation. Using RAW264.7 cells transduced with control or RasGEF1b shRNA lentiviruses, we confirmed the knockdown of RasGEF1b by 81.77% through RT-qPCR experiments (Fig. 6b). Notably, the knockdown of RasGEF1b in macrophages resulted in decreased luciferase activity of the *Serpinb2* promoter gene reporter under both unstimulated and LPS-stimulated conditions (Fig. 6c, d), providing further evidence of the role of RasGEF1b in gene expression under basal and inflammatory conditions in macrophages.

## Discussion

In the present work, we have provided genetic evidence revealing a role for RasGEF1b in the regulation of gene expression in macrophages. Using high-throughput transcriptome sequencing (RNA-seq), we demonstrate that the absence of RasGEF1b disturbs the expression of genes under unstimulated conditions and after lipopolysaccharide stimulation of primary macrophages.

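Of the 12 genes called lower in untreated KO macrophages, among them *Vcam1*, *Ccl7*, *Ccl8*, *Ccl12* and *Rasgef1b*, 7 rose with LPS in WT macrophages and the other 5 were not called. Of the 8 genes lower in LPS-treated KO macrophages, among them *Serpinb2*, *Slfn4* and *Cd38*, 5 rose with LPS in WT macrophages and the other 3 were not called. Of the 12 genes higher in untreated KO macrophages, 1 rose with LPS and 1 fell, and of the 21 higher in LPS-treated KO macrophages 4 rose and 3 fell. Over all genes tested, 2158 of 12656 rose with LPS in WT macrophages (limma). The WT libraries enter both the genotype and the LPS comparison, which favours a rise for genes picked as high in LPS-treated WT macrophages. No enrichment was tested. The genes called lower numbered 3 without untreated WT replicate 1, 1 without untreated WT replicate 2, 5 without untreated KO replicate 2, 1 without untreated KO replicate 3 and, after LPS, 4 without WT replicate 2, 21 without KO replicate 1 and 5 without KO replicate 3. In all, 43 distinct genes were called between the genotypes, 10 in both conditions, 14 in untreated macrophages alone and 19 in LPS-treated macrophages alone. A call in one condition alone is not a test of the difference between the conditions.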

The transcriptomics analyses identified a modest number of differentially expressed genes, i.e., a total of 68 in unstimulated and LPS-treated RasGEF1b-cKO macrophages. Regarding the timepoint chosen for LPS treatment, it is important to mention that four-hour time point is commonly used in immune response studies because it captures the early and critical phase of macrophage response to LPS. Many immune-related genes, including pro-inflammatory cytokines, chemokines, and signaling molecules, are upregulated during this time frame. This choice balances the need to capture significant gene expression changes with practicality, as using a common 4 h time point allows for easier comparisons between different studies while minimizing experiment duration.

Whereas the DEGs identified by the RNA-seq approach as down-regulated in LPS-treated macrophages or up-regulated in both conditions did not exhibit an enrichment for Gene Ontology (GO) terms, the genes down-regulated in unstimulated KO macrophages were enriched for biological processes implicating a role in cell chemotaxis, cellular response to cytokines, and positive regulation of GTPases. Specifically, the genes encoding the chemokines Ccl2, Ccl7, Ccl8, and Ccl12 were identified in all categories that included chemotaxis, cell chemotaxis, and monocyte, lymphocyte and neutrophil chemotaxis; cellular responses to IFN-γ, TNF, and IL-1; positive regulation of GTPase activity and inflammatory response; and chemokine-mediated signaling pathway. 

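Of 7 Schlafen genes tested in LPS-treated macrophages, which include interferon-induced inhibitors of cell growth, 6 had a negative log2 fold change and 1, *Slfn4*, was called lower (2 lower when adjusted over the list alone), with a median of -0.14 (camera of limma, adjusted p = 4.03e-04; adjusted p = 0.356 with an estimated correlation). The median was -0.089 without WT replicate 3 and -0.092 without KO replicate 2, and still passed. In untreated KO macrophages all 6 Schlafen genes tested had a negative log2 fold change (1 lower when adjusted over the list alone), with a median of -0.36 (camera of limma, adjusted p = 0.0110; adjusted p = 0.533 with an estimated correlation). This did not pass without WT replicate 1 (-0.14), KO replicate 2 (-0.19) or KO replicate 3 (-0.28), nor among genes with a mean of at least 50 (-0.34). The median was -0.57 without WT replicate 3 and -0.65 without KO replicate 1. Of 23 chemokine ligand genes, 12 had a negative log2 fold change in LPS-treated macrophages, with a median of -0.05 (camera of limma, adjusted p = 0.754; -0.018 without WT replicate 3, 0.0099 without KO replicate 1 and -0.032 without KO replicate 2). At an adjusted p under 0.05 alone, *Ccl8* and *Cxcl9* were lower, both short of the fold threshold (3 genes higher and 4 lower when adjusted over the list alone), and *Cxcl9*, a chemokine induced by interferon-γ, had a log2 fold change of -0.86 (standard error 0.16, limma adjusted p = 0.0439).
Of 15 serpin and plasminogen activation genes, *Serpinb6b* was called higher and *Serpinb2* lower in LPS-treated KO macrophages (4 higher and 1 lower when adjusted over the list alone), with a median of 0.07 (camera of limma, adjusted p = 0.675; 0.035, -0.018 and 0.10 without WT replicates 1, 2 and 3, and 0.10 and -0.063 without KO replicates 2 and 3). In untreated KO macrophages *Serpinb6b* was called among 10 of these genes (3 higher and 1 lower when adjusted over the list alone), with a median of 0.29 (camera of limma, adjusted p = 0.00617; adjusted p = 0.256 with an estimated correlation), which did not pass without KO replicate 2 (0.26) and was 0.17 without KO replicate 1. Of 8 aldo-keto reductase genes, *Akr1e1* alone was called, in both conditions, and the list had a median of 0.04 in untreated and 0.09 in LPS-treated macrophages (camera of limma, adjusted p = 0.0167 and 0.0125; adjusted p = 0.256 and adjusted p = 0.287 with an estimated correlation). The mean log2 fold changes of the list, 1.01 untreated and 1.08 after LPS, lay far above these medians, and *Akr1e1* had 7.85 and 7.95. The result may thus rest on *Akr1e1* alone, and the list was not tested without it. The list did not pass without WT replicate 3 (0.040 untreated, 0.075 LPS-treated) or KO replicate 2 (0.011 and 0.049). Its median was 0.018, 0.071 and 0.067 in untreated macrophages without WT replicate 1, WT replicate 2 and KO replicate 1, and 0.13 in LPS-treated ones without KO replicate 3.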

VCAM-1, Flt-1, and H2-Q7 were identified respectively in cellular response to TNF, chemotaxis and monocyte chemotaxis, and cellular response to IFN-γ. Despite these being all genes commonly regulated during inflammation, it is interesting to note their differential expression at baseline in the knock-out cells. Nonetheless, these analyses are highly suggestive of the involvement of RasGEF1b in macrophage functions by regulating the constitutive expression of these genes.

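After LPS the mean levels of *Ccl2*, *Ccl7*, *Ccl8* and *Ccl12* in the 2 genotypes lay closer together on the log2 scale than in untreated macrophages. *Ccl2* had 28614 ± 1941 normalized counts (SD, n = 3) in LPS-treated WT and 27148 ± 5082 in LPS-treated KO macrophages, and *Ccl7* 27181 ± 3334 and 23240.3 ± 1487. *Ccl12* had 5209 ± 808 in WT and 3992 ± 373 in KO macrophages. *Ccl8* had 3675 ± 335 in WT and 2152 ± 392 in KO macrophages, a log2 fold change of -0.78 (standard error 0.12, limma adjusted p = 0.0183), which passed the adjusted p but not the fold threshold. The log2 fold changes of the other 3 chemokine genes, -0.09 for *Ccl2*, -0.22 for *Ccl7* and -0.38 for *Ccl12*, did not pass (limma, adjusted p = 0.862, 0.472 and 0.222). As a group, the 8 genes that the study named on these samples all had negative log2 fold changes in LPS-treated KO macrophages. The median was -0.53 (camera of limma, adjusted p = 3.17e-09; adjusted p = 0.159 with an estimated correlation). Of them 1 was called lower, 2 passed the adjusted p and 5 were lower when adjusted over the list alone.
Tested one by one, the change of the genotype difference with LPS did not pass for these genes, with log2 values of 0.90 for *Ccl2*, 0.85 for *Ccl7*, 1.29 for *Ccl8* and 1.11 for *Ccl12* (limma, adjusted p = 0.244, 0.529, 0.651 and 0.491). As a group, 19 of 23 chemokine ligand genes had a positive interaction, with a median log2 value of 0.48 (camera of limma, adjusted p = 3.06e-10; adjusted p = 0.00220 with an estimated correlation). *Ccl4* passed over all genes, and 9 were positive and 1 negative when adjusted over the list alone. The list includes *Ccl2*, *Ccl7*, *Ccl8* and *Ccl12*, which the paper chose on these samples as low in untreated KO macrophages. Such a choice favours a positive interaction, and the list was not tested without these genes.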

The reduced expression of *Ccl2*, *Ccl7*, *Ccl8,* and *Ccl12* was confirmed by RT-qPCR in the unstimulated RasGEF1b-cKO macrophages. These chemokines belong to a cluster of CC chemokines encoding genes in the mouse chromosome 11, and are referred to as monocyte chemoattractants as they are implicated in the recruitment of monocytes to sites of trauma or infection. Abrogation of Ccl2 (MCP-1, Monocyte Chemoattractant Protein-1) has been shown to cause a dramatic decrease in the migration of monocytes into the peritoneal cavity of mice challenged intraperitoneally with thioglycollate^35^. Ccl7 (MCP-3) promotes the recruitment of innate immune cell types, such as monocytes and neutrophils, to sites of infection by bacteria or viruses^36^. Accordingly, mice devoid of Ccl7 present decreased inflammation and poor pathogen control^37^. Murine Ccl8 (MCP-2) is a chemotactic protein that, unlike most CC chemokines including Ccl2, Ccl7 and Ccl12, does not signal through Ccr2 but instead acts as an agonist for Ccr8^38^. Ccl12 (MCP-5) is structurally most closely related to human CCL2/MCP-1 with 66% identity^43^. Despite being expressed constitutively in the thymus and lymph nodes, it can be induced under inflammatory conditions in activated macrophages^44^. Ccl12 acts chemotactically to attract macrophages, eosinophils, and lymphocytes but not neutrophils^45^.

Expression of *Vcam1* encoding the Vascular Cell Adhesion Molecule 1 (VCAM-1) was down-regulated 3.3-fold in the unstimulated RasGEF1b-deficient macrophages as identified in the RNA-seq analyses and further confirmed by RT-qPCR validation experiments, which showed a 2.8-fold reduction in the knock-out cells. 

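*Vcam1* (ENSMUSG00000027962) lies on chromosome 3 from 116109949 to 116129688 of GRCm38. It fell from 84.5 ± 48.6 normalized counts (SD, n = 3) in untreated WT macrophages to 8.40 ± 2.44 in untreated KO macrophages, a log2 fold change of -3.08 (standard error 0.39, limma adjusted p = 0.0213), or 8.44-fold lower on the scale of the fit. Each KO library lay below each WT library. After LPS, *Vcam1* had 3556 ± 273 normalized counts in WT and 3125 ± 1159 in KO macrophages, and the log2 fold change of -0.25 did not pass (limma, adjusted p = 0.744). LPS raised *Vcam1* with a log2 fold change of 5.52 in WT and 8.35 in KO macrophages (limma, adjusted p = 2.21e-07 and 3.33e-08). The test of the difference between these responses gave a log2 value of 2.83 (standard error 0.48, limma adjusted p = 0.131), which did not pass.
The call in untreated macrophages ended without WT replicate 2, at a log2 fold change of -3.22, without KO replicate 3, at -3.16, and without the trended variance.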

The gene is a member of the Immunoglobulin (Ig) superfamily and encodes a cell-surface protein that is inducible and preferentially expressed in a cytokine-dependent manner by endothelial cells^39,46,47^. Expression of VCAM-1 has been demonstrated in other cell types and different organs of mice^48^, and it has been shown that the protein is constitutively expressed in myeloid cells confined to hematopoietic tissues or by proliferating myeloid cells in culture^49^. Interestingly, macrophages in the splenic red pulp express VCAM-1 and operate to retain hematopoietic stem and progenitor cell in the spleen^50^. These are important observations as the molecular mechanism by which VCAM-1 expression is regulated in VCAM-1-positive macrophages remains to be established.

The hierarchical clustering of the genes differentially expressed indicated a particular group of six down-regulated LPS-responsive genes. These genes were *Ch25h*, *Serpinb2*, *Slfn4*, *Selp*, *Cd38*, and *G530011O06Rik*. 

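All 6 genes rose with LPS in WT macrophages and had lower mean levels in LPS-treated KO than in LPS-treated WT macrophages. *Slfn4*, a Schlafen gene, had 2426 ± 34.5 normalized counts (SD, n = 3) in LPS-treated WT and 1144 ± 122 in LPS-treated KO macrophages, a log2 fold change of -1.09 (standard error 0.08, limma adjusted p = 2.37e-04). *Serpinb2*, which encodes plasminogen activator inhibitor 2, had 636 ± 83.9 and 297 ± 54.5, a log2 fold change of -1.10 (standard error 0.14, limma adjusted p = 0.00831). *Cd38*, an enzyme that consumes NAD, had 404 ± 72.7 and 193 ± 38.6, a log2 fold change of -1.07 (standard error 0.17, limma adjusted p = 0.0198). *G530011O06Rik*, annotated as a processed transcript, had 1119 ± 472 and 298 ± 51.3, a log2 fold change of -1.83 (standard error 0.26, limma adjusted p = 0.0146). *Ch25h*, which makes a hydroxylated cholesterol, had 623 ± 151 and 308 ± 67.4, and *Selp*, which encodes P-selectin, had 108 ± 51.2 and 44.6 ± 14.0. Their log2 fold changes of -1.01 and -1.19 did not pass (limma, adjusted p = 0.0526 and 0.192).
In untreated macrophages *Slfn4* had 63.1 ± 40.2 normalized counts in WT and 15.1 ± 6.02 in KO, while *Serpinb2*, *Cd38*, *Ch25h* and *Selp* were below the level tested between the genotypes. LPS raised *Slfn4* with a log2 fold change of 5.44 in WT and 6.23 in KO macrophages and *Serpinb2* with 6.73 and 6.53 (limma, adjusted p = 8.94e-07, 1.18e-07, 4.79e-07 and 9.81e-07). *Selp* had 2 reads over the untreated WT libraries and 233 over the LPS-treated ones, a ratio of 227 (95% counting interval 62.2 to 1887, for counting error only).
Leaving out 1 library ended the call of *Serpinb2* (WT replicate 2, KO replicate 2 or 3; log2 fold change -1.10 to -0.97), *Cd38* (any WT replicate or KO replicate 2; -1.14 to -0.92) and *G530011O06Rik* (KO replicate 3; -1.91), and brought *Ch25h* past the test (WT replicate 1, -1.23; KO replicate 1, -1.13). *Ch25h* was called by edgeR (-1.01) and both *Ch25h* and *Selp* by DESeq2 (-1.02 and -1.27), while in a fit of all 12 libraries *Serpinb2*, *Slfn4* and *Cd38* were not called.

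**Figure D3:**
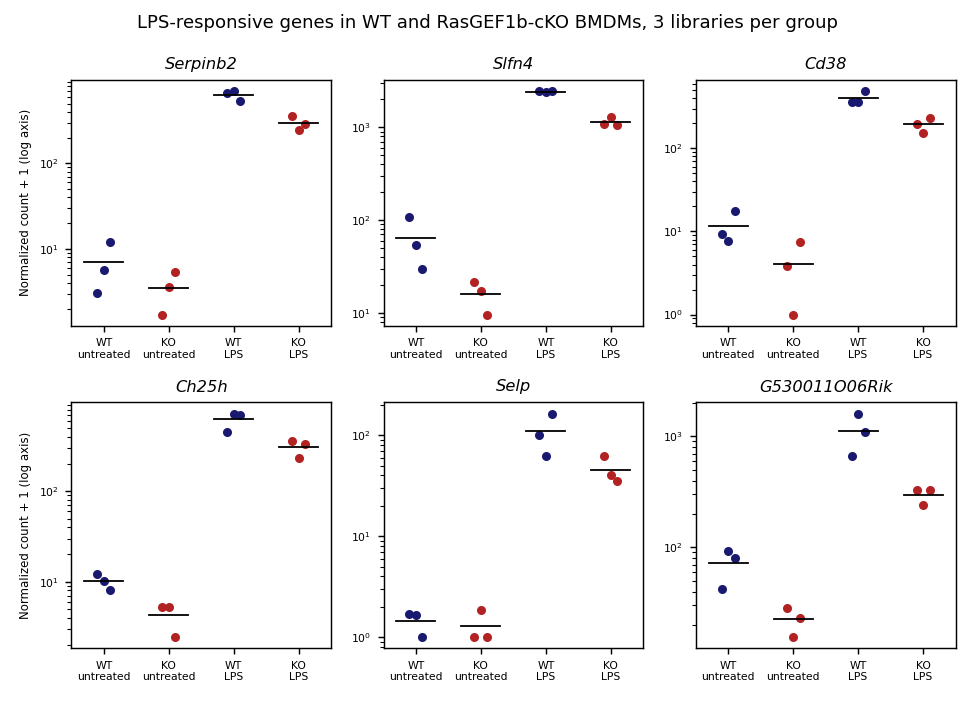
Normalized count + 1 (y axis, log scale) of *Serpinb2*, *Slfn4*, *Cd38*, *Ch25h*, *Selp* and *G530011O06Rik* in each library (points), with 3 libraries per group, WT in blue and KO in red; the bar is the mean. In LPS-treated macrophages the 3 KO libraries lie below the 3 WT libraries for each gene.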

Except for *G530011O06Rik*, we carried out RT-qPCR analyses for validation and could confirm the differential expression of the three transcripts at the top of the list. *Ch25h* encodes the cholesterol 25-hydroxylase, an enzyme that catalyzes the synthesis of 25-hydroxycholesterol from cholesterol and molecular oxygen. Ch25h expression is moderate in non-activated immune cells, but it is highly induced by inflammatory stimuli such as Toll-like receptor ligands and exerts a role in the innate immune response^40,51^. *Serpinb2* encodes a serine protease implicated in the degradation of the extracellular matrix through the activation of plasminogen^52^. Its expression is highly induced by LPS in macrophages^41,53^. It can also be induced by other inflammatory mediators such as cytokines^52^, and its expression seems to be regulated in a cell-type-specific manner^54^. *Slfn4* belongs to the *Schlafen* family of genes, comprised of ten and six members in mice and humans, respectively^55^, which are mostly expressed in cells of the immune system. The expression of *Schlafen* genes can also be altered during developmental processes. This is the case for *Slfn4*, which is down-regulated during macrophage differentiation^42^. The expression of *Slfn4* is strongly induced by LPS and poly-(I:C), a TLR3 agonist and by interferons (IFNs) in macrophages. Correspondingly, the putative promoter region harbors IFN-responsive elements^42^.

Our studies further demonstrate that RasGEF1b can regulate the baseline expression of genes whose LPS-induced or -down-regulated expression was impaired in the RasGEF1b knock-out macrophages. Deficiency of RasGEF1b in macrophages resulted in significantly diminished mRNA levels of *Ch25h*, *Serpinb2*, and *Ptchd1* in the absence of LPS stimulation. Our luciferase assays with a SerpinB2 reporter construct showed that RasGEF1b ectopic expression resulted in significant transcriptional activation of the gene, suggesting that RasGEF1b positively regulates *Serpinb2* expression through its promoter. When we employed knockdown experiments using lentiviral vectors, our results demonstrated that knockdown of RasGEF1b in RAW264.7 macrophages significantly decreased the luciferase activity of the promoter gene reporter, both in unstimulated and LPS-stimulated conditions. This indicates that RasGEF1b acts as a key facilitator in the constitutive and LPS-induced transcriptional activation of *Serpinb2*. The transcriptional regulation of SerpinB2 is of particular interest, as previous studies have shown that its mRNA expression in macrophages is tightly controlled by its proximal promoter, with direct binding of C/EBP- β to this region. Deficiency of C/EBP-β abrogates both constitutive and LPS-induced SerpinB2 expression^22^. Our findings provide novel insights into the role of RasGEF1b in the transcriptional activation of *Serpinb2* and suggest that RasGEF1b plays an important role in maintaining the constitutive and LPS-induced expression of the gene in macrophages. Although the mechanisms that fully regulate SerpinB2 expression remain elusive in the literature, and there is a dearth of information regarding the involvement of a RasGEF in the regulation of SerpinB2 gene expression, we can only speculate about a mechanistic link between RasGEF1b and SerpinB2 expression. In one study, it was demonstrated that Ras GTPase induces phosphorylation of C/EBP-beta, and the activated C/EBP-beta interacts with the transcriptional mediator complex, providing evidence that Ras signaling plays a role in the final step of differential gene expression of C/EBP-beta target genes^56^. Therefore, one might speculate that Ras activation by RasGEF1b in cells could lead to C/EBP-beta activation, thereby regulating gene transcription. Further investigation of downstream signaling events related to RasGEF1b in macrophages is warranted to explore this possibility.

The decreased gene expression observed in RasGEF1b-deficient macrophages under resting conditions may have implications for homeostatic signaling, which in turn could affect the macrophage response to danger signals. This suggests that RasGEF1b-mediated regulation of gene expression in macrophages may play a role in maintaining macrophage function and responsiveness during both basal and inflammatory conditions. For example, Ch25h is highly expressed in peritoneal macrophages, and besides being induced by TLR ligands, it is also an interferon-stimulated gene (ISG), and its primary product 25-hydroxycholesterol (25HC) exerts antiviral activity^57^. Collectively, our findings suggest that RasGEF1b mediates the regulation of both basal and signal-dependent gene expression in macrophages, and its absence leads to decreased expression of target genes under both basal and inflammatory conditions.

The up-regulation of the genes identified by RNA-seq in the macrophages devoid of RasGEF1b is particularly puzzling, especially because these genes were not enriched for any biological process or pathway. 

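*Eya1*, a transcriptional coactivator with phosphatase activity, rose from 259 ± 46.8 normalized counts (SD, n = 3) in untreated WT to 889 ± 131 in untreated KO macrophages, a log2 fold change of 1.78 (standard error 0.14, limma adjusted p = 0.00254). After LPS it had 37.6 ± 12.7 in WT and 166 ± 32.7 in KO macrophages, a log2 fold change of 2.15 (standard error 0.27, limma adjusted p = 0.00665). *Serpinb6b*, a serine protease inhibitor, rose from 279 ± 26.8 to 648 ± 128 in untreated macrophages and from 267 ± 27.5 to 618 ± 104 in LPS-treated ones, a log2 fold change of 1.20 in both (limma, adjusted p = 0.0162 and 0.00552). *Uchl1*, a deubiquitinating enzyme of neurons, rose from 115 ± 10.2 to 309 ± 107 in untreated macrophages and from 153 ± 18.4 to 425 ± 123 in LPS-treated ones, with log2 fold changes of 1.37 and 1.44 (limma, adjusted p = 0.0397 and 0.00809). *Pkp2*, a protein of desmosomes, rose from 16.3 ± 4.43 to 58.1 ± 15.6 in untreated macrophages, a log2 fold change of 1.78 (standard error 0.27, limma adjusted p = 0.0406), and had a log2 fold change of 1.55 after LPS that did not pass (limma, adjusted p = 0.247).
*Pdgfb*, which encodes a subunit of platelet-derived growth factor, had 102 ± 14.1 normalized counts in LPS-treated WT and 231 ± 37.6 in LPS-treated KO macrophages, a log2 fold change of 1.17 (standard error 0.16, limma adjusted p = 0.0122). In untreated macrophages it had 1871 ± 68.3 in WT and 2398 ± 113 in KO, a log2 fold change of 0.36 (standard error 0.06, limma adjusted p = 0.0427), short of the fold threshold. LPS lowered *Pdgfb*, with a log2 fold change of -4.19 in WT and -3.38 in KO macrophages (limma, adjusted p = 1.51e-09 and 2.61e-08).
In untreated macrophages the call of *Uchl1* ended without any WT replicate or without KO replicate 3 (log2 fold change 1.30 to 1.55), that of *Serpinb6b* without WT replicate 1 or 2 (1.12 to 1.25) and that of *Pkp2* without any of the 6 libraries (1.54 to 1.91). In LPS-treated macrophages the calls of *Uchl1* and *Pdgfb* ended without WT replicate 2 (1.46 and 1.23) and that of *Eya1* without KO replicate 3 (2.05).

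**Figure D4:**
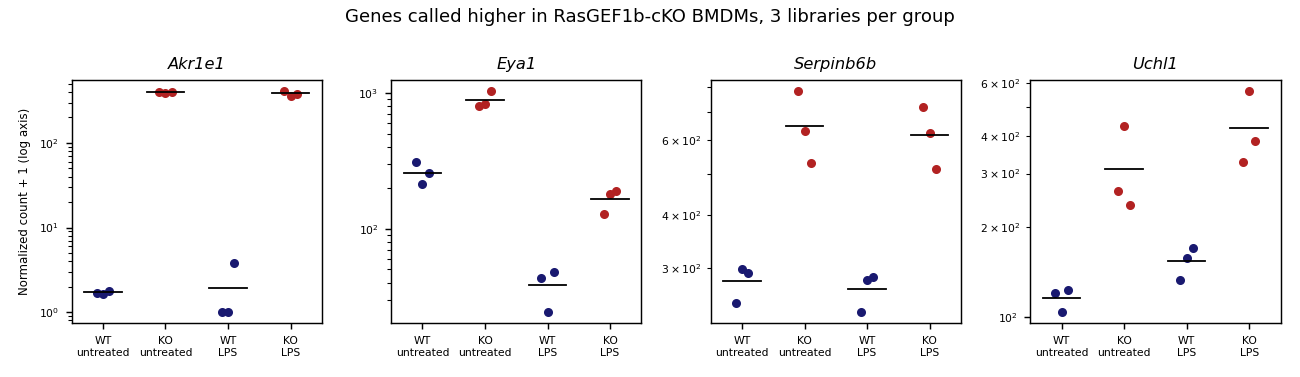
Normalized count + 1 (y axis, log scale) of *Akr1e1*, *Eya1*, *Serpinb6b* and *Uchl1* in each library (points), with 3 libraries per group, WT in blue and KO in red; the bar is the mean. For each gene the 3 KO libraries lie above the 3 WT libraries of the same condition.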

The RT-qPCR validation for most of these genes showed high variability and did not reach statistical significance. We examined the expression of *Akr1e1*, *Pkp2*, and *Eya1*, genes that are typically expressed at low or negligible levels in macrophages. Confirming their expression levels could shed light on the mechanisms governing their regulation and offer insights into the functional role of RasGEF1b in gene regulation within macrophages. As for *Pdgfb*, this gene is induced by LPS in macrophages, and it plays a critical role in chemotaxis and growth stimulation. However, of particular note is the gene *Akr1e1* encoding the aldo-ketoreductase member e1, with a striking 400- to 500-fold increase in macrophages lacking RasGEF1b. 

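*Akr1e1* (ENSMUSG00000045410), on chromosome 13 from 4590750 to 4609174 of GRCm38, was almost without reads in WT macrophages. It had 3 reads over the 3 untreated WT libraries and 1570 over the 3 untreated KO libraries, a ratio of normalized counts of 554 (95% counting interval 189 to 2688). After LPS it had 2 reads in WT and 894 in KO macrophages, a ratio of 415 (95% counting interval 115 to 3436). Its level in KO macrophages was 394 ± 4.81 normalized counts (SD, n = 3) untreated and 383 ± 25.2 after LPS. With 1 added to each value, the log2 fold changes were 7.85 (standard error 0.18, limma adjusted p = 3.77e-07) untreated and 7.95 (standard error 0.47, limma adjusted p = 5.10e-05) after LPS. The intervals cover counting error only.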

The validation by RT-qPCR showed intermediate cycle threshold (Cq) values (< 24.5) in the knock-out cells (average Cq values 23.28 and 23.32 in the untreated and LPS-treated cells, respectively), and Cq higher than 40 in cDNA samples of wild-type macrophages. This indicates that *Akr1e1* is tightly repressed under basal conditions and prevented from being expressed when RasGEF1b is present. Akr1e1 catalyzes the NADPH-dependent reduction of 1,5-anhydro-D-fructose (AF), a metabolite of the alternative glycogen degradation pathway, to 1,5-anhydro-D-glucitol (AG)^58^. We are currently investigating the molecular mechanisms by which *Akr1e1* is derepressed in the absence of RasGEF1b in macrophages. It will also be interesting to perform studies to evaluate the aldoketoreductase activity in RasGEF1b-cKO macrophages and the outcomes of the likely concomitant increase in the concentration of AG under inflammatory conditions induced by LPS^59^.

Studies have demonstrated that RasGEF1b can activate Rap2A through its GEF activity by facilitating the conversion of Rap2A from an inactive GDP-bound state to an active GTP-bound state^11^. This activation of Rap2A by RasGEF1b can initiate downstream signaling cascades that play a role in regulating various cellular processes. Additionally, in macrophages, the expression levels of Rap2A seem to be tightly regulated to maintain balanced immune responses, involving the transcription factor NF-κB^12^. However, the potential cooperative relationship between RasGEF1b and Rap2A in gene expression and cellular signaling requires further investigation for a comprehensive understanding.

In conclusion, our study provides genetic evidence that macrophages lacking RasGEF1b exhibit altered expression of several genes under basal and stimulated conditions with functions in cell chemotaxis and response to cytokines. Further studies will determine the mechanisms underlying the precise function of RasGEF1b in individual gene expression. Exploring the molecular mechanisms underlying the regulation of gene expression by RasGEF1b may provide valuable insights into the complex interplay between signaling pathways and gene expression in macrophages and other cell types. It will also be important to use the knock-out mouse generated here to investigate the expression of the DEGs and to explore whether loss of RasGEF1b-mediated positive regulation of LPS-responsive genes impacts the inflammatory response in vivo.

### Supplementary Information

Supplementary Information.

## Data Availability

The RNA-seq datasets are available in the National Center for Biotechnology Information Gene Expression Omnibus repository, accession number GSE190801. The hyperlink to the datasets is given as follows: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190801

# Supplementary material for: Transcriptomic analysis reveals that RasGEF1b deletion alters basal and LPS-induced expression of genes involved in chemotaxis and cytokine responses in macrophages
**Source:** Sci Rep. 2023 Nov 10;13:19614. doi: 10.1038/s41598-023-47040-9
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary information.**

Transcriptomic analysis reveals that RasGEF1b deletion alters basal and LPS-induced expression of genes involved in chemotaxis and cytokine responses in macrophages

Heliana B. Fernandes, Isadora Mafra de Oliveira, Thomas S. Postler, Sérgio Q. Lima, Cícera A. C. Santos, Michaelle S. Oliveira, Felipe B. Leão, Sankar Ghosh, Maria C. Souza, Warrison Andrade, Aristóbolo M. Silva

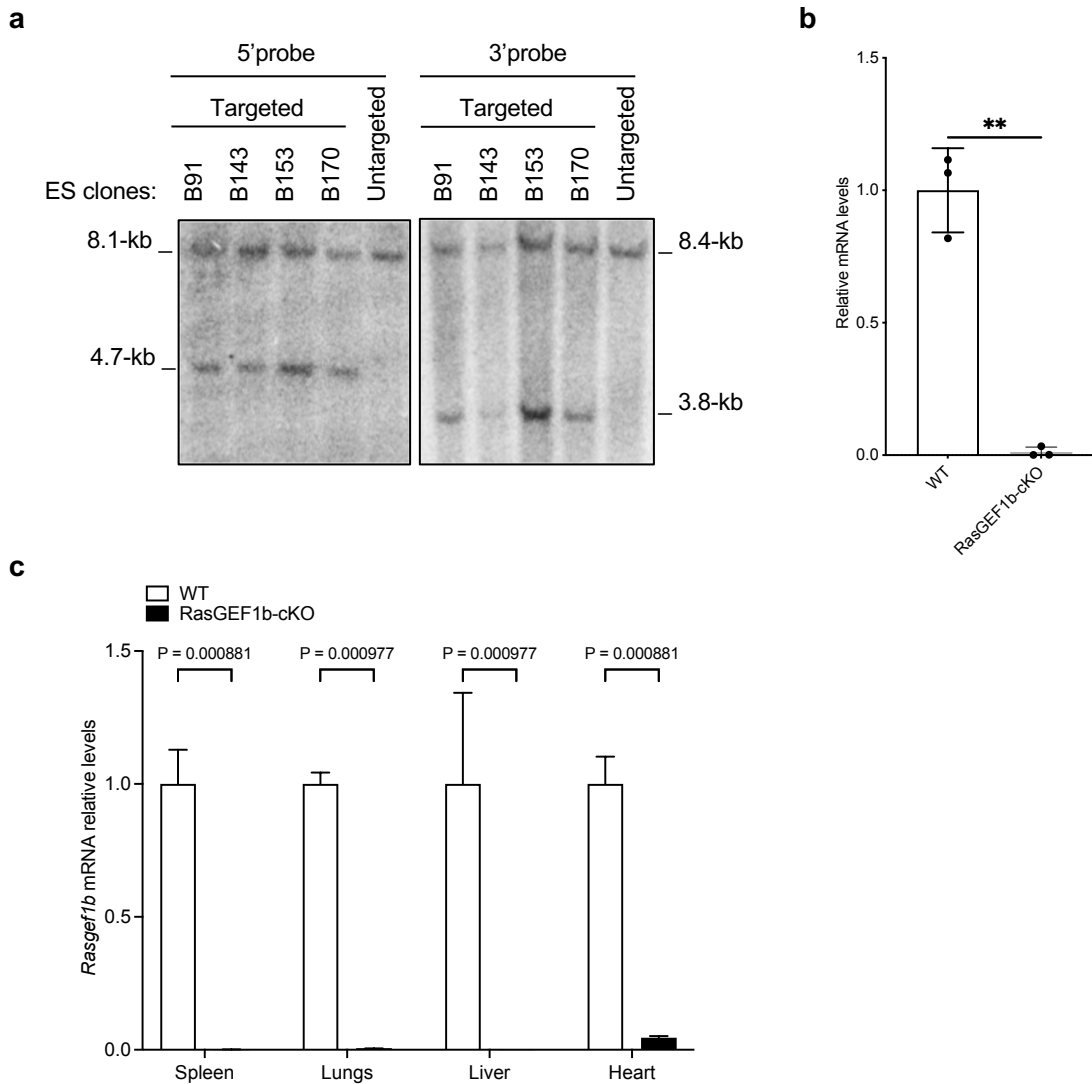

**Supplementary Fig.S1:** (a) Representative southern blot analyses with the 5' and 3' probes indicated in panel A of figure 2 showing the correct identification of targeted *Rasgef1b*<sup>fl<sub>ox</sub>/Fr<sub>t</sub>/Neo</sup> allele in ES cells. Genomic DNA from four targeted clones and untargeted ES cells were digested with *Afl*III or *Eco*RI and blotted with probe external to the 5'-targeting arm (left autoradiogram) or 3'-targeting arm (right autoradiogram). RT-qPCR analysis of RasGEF1b in fresh bone marrow stem cells (b), and spleen, lungs, liver, and heart (c) taken from wild-type (WT), and *Rasgef1b*<sup>fl<sub>ox</sub>/Fr<sub>t</sub>/Neo</sup>;CMV-cre mice (RasGEF1b-cKO). Data are represented as mean  $\pm$  SEM (n = 3-6 per group). \*\* p < 0.01 and p values, Student's unpaired t-test, relative to the wild type cells are indicated in panels b and c, respectively.

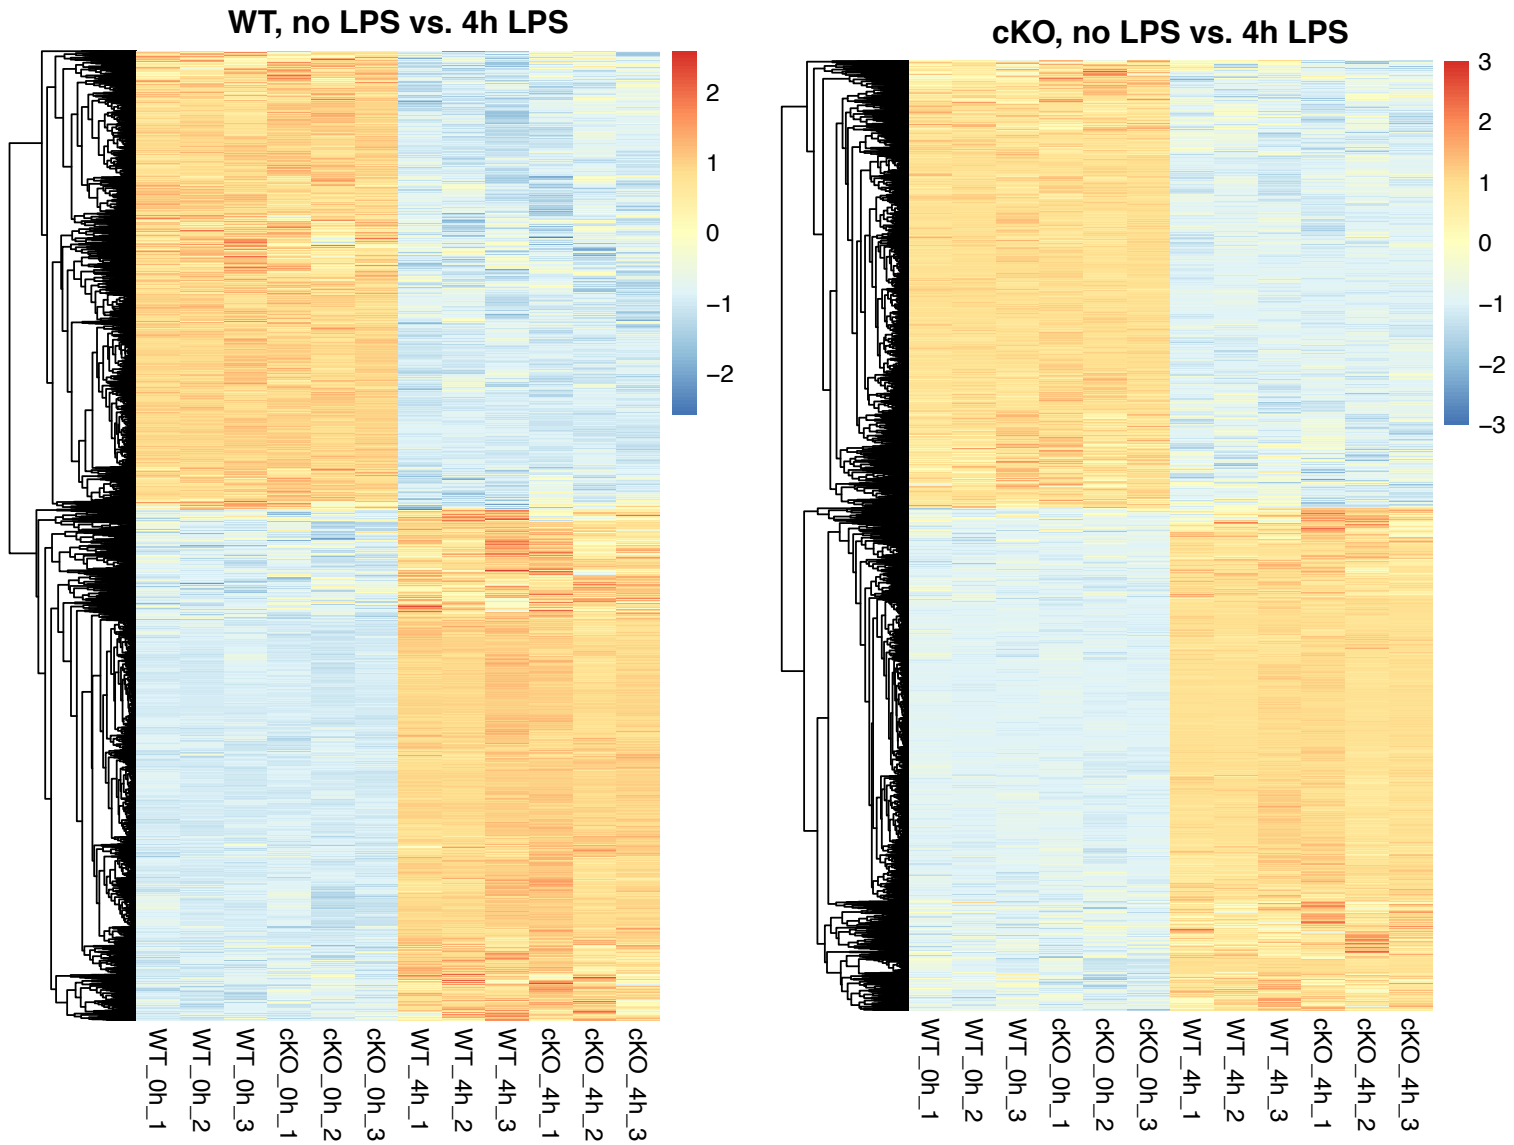

**Supplementary Fig.S2:** Heat map of transcript profiles from untreated or LPS-treated WT and RasGEF1b-cKO BMDM's. Genes were selected by fold change ( $\text{Log}_2 \text{FC} > 1$  and  $< -1$  between untreated versus LPS-treated) and adj. P-value (adjusted P-value  $< 0.05$ ) filtering. Hierarchical clustering and normalized gene counts are shown.

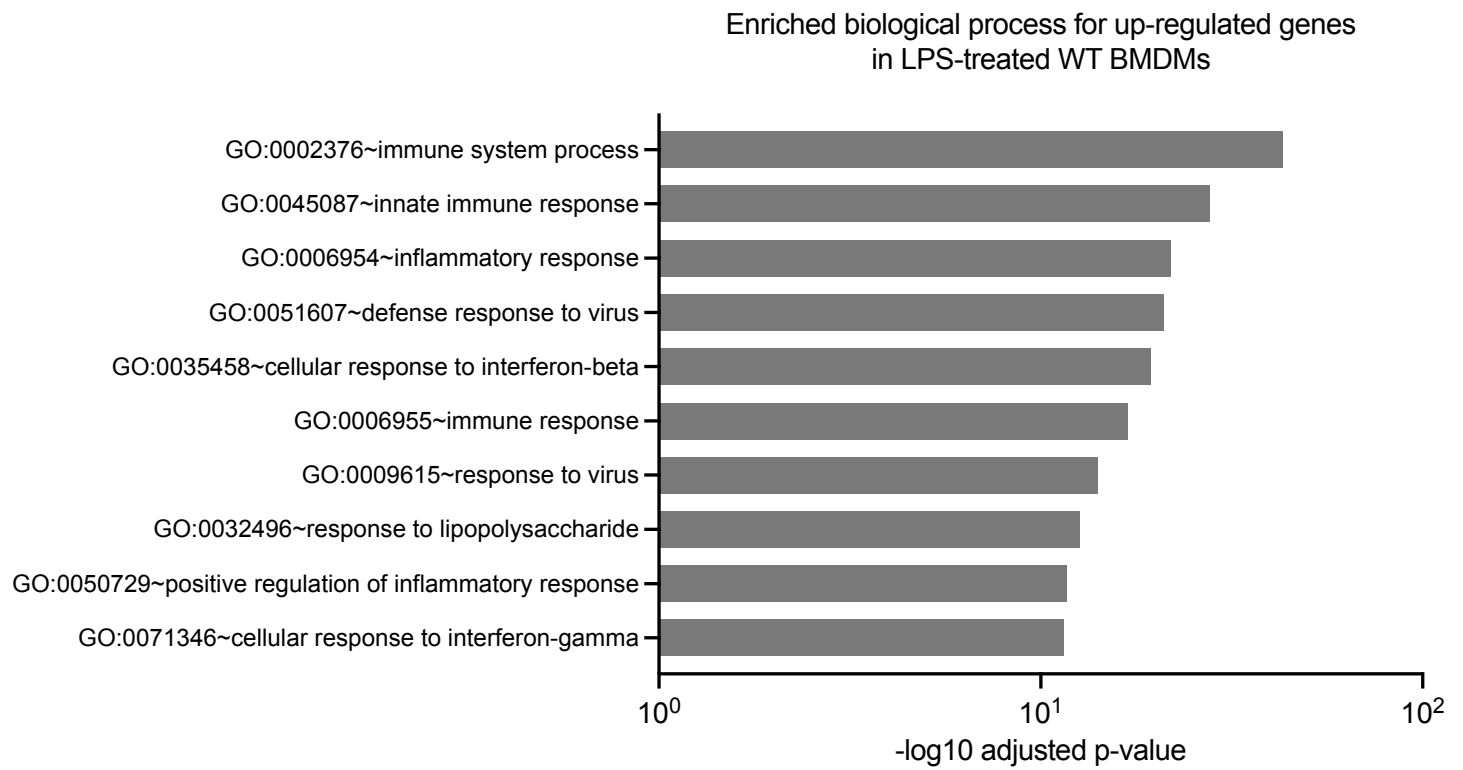

**Supplementary Fig.S3:** GO analysis for significantly upregulated genes in LPS-stimulated BMDMs showing biological process.

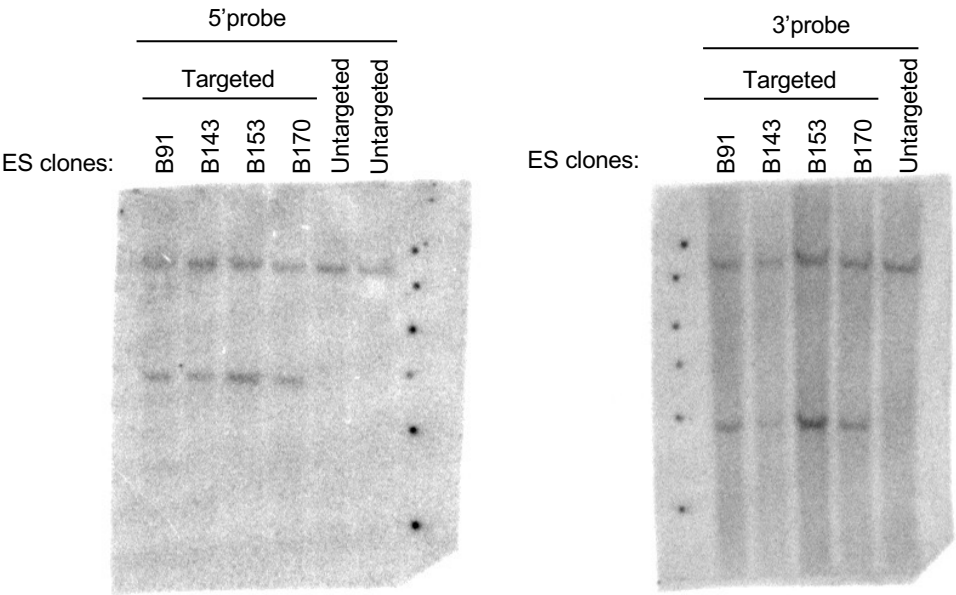

**Supplementary Fig.S4:** : Scans of the original Southern-blot membranes related to Supplementary Fig.S1a. The dots on the right or left margins in the membranes indicate positions of DNA markers, which are 10, 8, 6, 5, 4, 3kb from top to bottom.

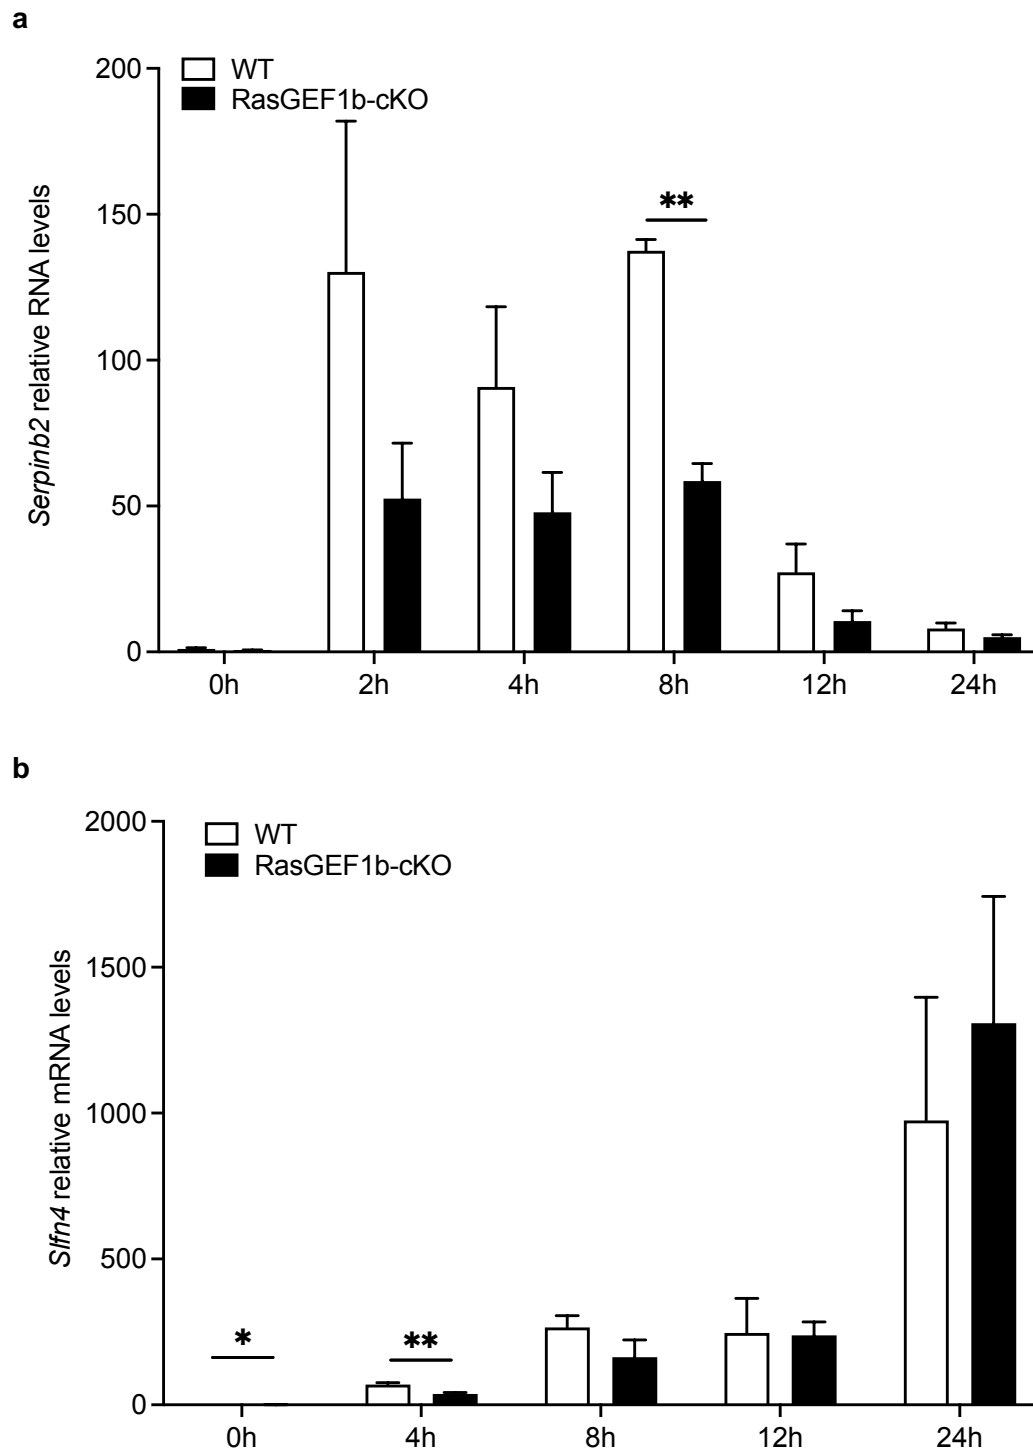

**Supplementary Fig.S5:** BMDMs from wild-type (WT) and RasGEF1b-cKO mice were treated with LPS 100ng/mL for the time intervals indicated in the figure. The mRNA levels of *SerpinB2* (a) and *Slfn4* (b) were determined. Gene expression levels were normalized to the reference gene *Rpl32* and calibrated to untreated wild-type (WT) cells. Error bars represent the standard deviation from independent cultures from three mice per genotype. A p value (students t-test) relative to the wild type cells of less than 0.05 is indicated by \* and less than 0.01 by \*\*.

**Table S1:** Gene expression of RasGEF1 domain family members in macrophage lineages from BioGPS database ([www.biogps.org](http://www.biogps.org)). Numbers represent gene expression values  $\pm$  standard deviation.

| <b>Macrophages lineage</b> | <b><i>Rasgef1b</i></b> | <b><i>Rasgef1a</i></b> | <b><i>Rasgef1c</i></b> |
|----------------------------|------------------------|------------------------|------------------------|
| Macrophage bone marrow     | 1,081.51 $\pm$ 103.43  | 9.05 $\pm$ 5.37        | 4.64 $\pm$ 0.00        |
| Microglia                  | 705.93 $\pm$ 267.95    | 7.64 $\pm$ 3.86        | 4.64 $\pm$ 0.00        |
| Macrophage peritoneal      | 428.30 $\pm$ 49.25     | 20.86 $\pm$ 8.56       | 6.77 $\pm$ 3.02        |
| Osteoclasts                | 375.96 $\pm$ 20.84     | 5.89 $\pm$ 0.51        | 4.64 $\pm$ 0.00        |
| RAW264.7                   | 283.96 $\pm$ 20.45     | 4.89 $\pm$ 0.046       | 4.64 $\pm$ 0.00        |

**Table S2:** Quality control and mapping of RNA-seq experiment. Number of reads and percentage (per sample), and read mapping is indicated.

| Sample      | <i>Rasgef1b</i><br>genotype | Experimental<br>condition | Uniquely<br>mapped<br>reads number | Uniquely<br>mapped reads<br>% |
|-------------|-----------------------------|---------------------------|------------------------------------|-------------------------------|
| MD01-RNA-01 | +/+                         | untreated                 | 26,984,616                         | 94.95                         |
| MD01-RNA-02 | +/+                         | untreated                 | 27,874,638                         | 94.99                         |
| MD01-RNA-03 | +/+                         | untreated                 | 23,211,873                         | 94.97                         |
| MD01-RNA-04 | +/+                         | LPS-treated               | 21,437,044                         | 94.49                         |
| MD01-RNA-05 | +/+                         | LPS-treated               | 21,951,395                         | 94.41                         |
| MD01-RNA-06 | +/+                         | LPS-treated               | 22,531,814                         | 94.54                         |
| MD01-RNA-07 | -/-                         | untreated                 | 25,924,714                         | 94.80                         |
| MD01-RNA-08 | -/-                         | untreated                 | 23,913,677                         | 90.31                         |
| MD01-RNA-09 | -/-                         | untreated                 | 25,646,154                         | 94.77                         |
| MD01-RNA-10 | -/-                         | LPS-treated               | 25,413,821                         | 94.26                         |
| MD01-RNA-11 | -/-                         | LPS-treated               | 22,057,497                         | 94.29                         |
| MD01-RNA-12 | -/-                         | LPS-treated               | 21,962,769                         | 94.27                         |

**Table S3.** Differentially expressed genes under basal conditions.*Shown are genes with FC log2  $\geq 1 \leq -1$  padj  $< 0.05$  in untreated KO/WT BMDMs.*

**Table S4.** Differentially expressed genes after LPS-stimulation.Shown are genes with  $FC \log_2 \geq 1 \leq -1$   $padj < 0.05$  in LPS-treated KO/WT BMDMs.

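The log2 fold changes and adjusted p of this table are from the DESeq2 analysis of the authors. All 37 genes had the same direction in the deposited normalized counts tested with limma, which called 28 of them, among them *Rasgef1b*, *Akr1e1*, *Slfn4*, *Serpinb2* and *Cd38*, and *Chsy3* in addition. The median difference between the log2 fold changes of the authors and those from limma was 0.0143, and the largest 1.95, for *Gm16867*. This gene has no read in the WT libraries, so its value from limma rests on the 1 added to each count and is not an exact fold. All 49 genes of Table S3, among them *Vcam1*, *Ccl2*, *Ccl7*, *Ccl8* and *Ccl12*, also had the same direction, with 24 called, a median difference of 0.0478 and a largest of 2.23. DESeq2 on the recovered whole reads called all 37 genes of Table S4 and 48 of Table S3, all but *Ccl2*. These reads underlie the paper's own values, so the calls are not independent evidence. Among them, *Gm10800* and *Gm10718* of Table S3 rest mostly on untreated KO replicate 2. This library held 10245 and 422 reads of them, against at most 544 and 29 in any other. Neither passed the test with limma (adjusted p = 0.460 and 0.343).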

| Geneid              | baseMean | log2FoldChange | padj     | external_gene_name   |
|---------------------|----------|----------------|----------|----------------------|
| ENSMUSG00000090015  | 32.12    | -3.97          | 1.05E-10 | <i>Gm15446</i>       |
| ENSMUSG00000091476  | 15.24    | -3.12          | 1.33E-02 | <i>Catspere2</i>     |
| ENSMUSG000000101939 | 16.55    | -2.94          | 1.08E-04 | <i>Gm28438</i>       |
| ENSMUSG00000072844  | 528.14   | -1.91          | 1.66E-04 | <i>G530011O06Rik</i> |
| ENSMUSG00000089809  | 5939.70  | -1.65          | 1.30E-84 | <i>Rasgef1b</i>      |
| ENSMUSG000000117465 | 58.16    | -1.50          | 5.44E-05 | <i>Gm49980</i>       |
| ENSMUSG000000026580 | 56.68    | -1.27          | 3.64E-02 | <i>Selp</i>          |
| ENSMUSG000000032827 | 37.90    | -1.22          | 4.16E-02 | <i>Ppp1r9a</i>       |
| ENSMUSG000000041552 | 59.40    | -1.15          | 9.94E-03 | <i>Ptchd1</i>        |
| ENSMUSG000000062345 | 347.62   | -1.10          | 6.40E-09 | <i>Serpib2</i>       |
| ENSMUSG000000000204 | 1329.80  | -1.09          | 9.33E-25 | <i>Slfn4</i>         |
| ENSMUSG000000029084 | 222.04   | -1.07          | 3.56E-06 | <i>Cd38</i>          |
| ENSMUSG000000050370 | 346.62   | -1.02          | 6.24E-05 | <i>Ch25h</i>         |
| ENSMUSG000000028341 | 111.57   | 1.03           | 2.19E-04 | <i>Nr4a3</i>         |
| ENSMUSG000000047139 | 122.38   | 1.04           | 3.59E-04 | <i>Cd24a</i>         |
| ENSMUSG000000051457 | 125.50   | 1.06           | 8.93E-05 | <i>Spn</i>           |
| ENSMUSG000000041782 | 54.69    | 1.07           | 4.01E-02 | <i>Lad1</i>          |
| ENSMUSG000000028654 | 386.26   | 1.07           | 6.87E-11 | <i>Mycl</i>          |
| ENSMUSG000000034295 | 50.18    | 1.09           | 1.20E-02 | <i>Fhod3</i>         |
| ENSMUSG000000024538 | 135.21   | 1.15           | 1.94E-04 | <i>Ppic</i>          |
| ENSMUSG000000095041 | 1327.97  | 1.16           | 7.97E-27 | <i>AC149090.1</i>    |
| ENSMUSG000000019852 | 90.50    | 1.18           | 2.13E-04 | <i>Arfgef3</i>       |
| ENSMUSG000000000489 | 124.18   | 1.18           | 8.68E-06 | <i>Pdgfb</i>         |
| ENSMUSG000000004383 | 300.95   | 1.18           | 5.02E-05 | <i>Large1</i>        |
| ENSMUSG000000042842 | 329.08   | 1.21           | 2.03E-11 | <i>Serpib6b</i>      |
| ENSMUSG000000045573 | 77.62    | 1.42           | 9.45E-05 | <i>Penk</i>          |
| ENSMUSG000000029223 | 215.04   | 1.48           | 5.07E-09 | <i>Uchl1</i>         |
| ENSMUSG000000021536 | 34.30    | 1.57           | 1.13E-02 | <i>Adcy2</i>         |
| ENSMUSG000000068735 | 50.69    | 1.60           | 7.49E-05 | <i>Trp53i11</i>      |
| ENSMUSG000000033174 | 21.40    | 1.72           | 3.04E-02 | <i>Mgll</i>          |
| ENSMUSG000000027864 | 26.31    | 1.75           | 8.70E-03 | <i>Ptgfrn</i>        |
| ENSMUSG000000052560 | 28.55    | 2.11           | 4.99E-04 | <i>Cpne8</i>         |
| ENSMUSG000000086695 | 17.58    | 2.14           | 4.38E-02 | <i>Gm15247</i>       |
| ENSMUSG000000025932 | 75.61    | 2.14           | 7.30E-10 | <i>Eya1</i>          |
| ENSMUSG000000039200 | 28.80    | 2.19           | 3.14E-05 | <i>Atf7ip2</i>       |
| ENSMUSG000000093954 | 17.28    | 7.51           | 1.07E-06 | <i>Gm16867</i>       |
| ENSMUSG000000045410 | 142.95   | 8.69           | 1.12E-13 | <i>Akr1e1</i>        |

**Table S5:** List of RT-qPCR primers sequences

| <b>Gene</b>     | <b>Direction</b> | <b>Sequence (5'- 3')</b> |
|-----------------|------------------|--------------------------|
| <i>Rpl32</i>    | Forward          | GCTGCCATCTGTTTTACGG      |
|                 | Reverse          | TGACTGGTGCCTGATGAACT     |
| <i>Rasgef1a</i> | Forward          | GTCACCCGTTGTGGACAAAG     |
|                 | Reverse          | TTGACCCGTTCCAGTTCAATG    |
| <i>Rasgef1b</i> | Forward          | GCTACAGCGAACGGAAGAA      |
|                 | Reverse          | CTTCACAGGCATGCAGATTTTC   |
| <i>Rasgef1c</i> | Forward          | GCTGGAGCGACTAAGGCAC      |
|                 | Reverse          | CTGTTGAACCACTTCACGTAGG   |
| <i>Vcam1</i>    | Forward          | AGTTGGGGATTTCGGTTGTTCT   |
|                 | Reverse          | CCCCTCATTCCCTTACCACCC    |
| <i>Ccl2</i>     | Forward          | TTAAAAACCTGGATCGGAACCAA  |
|                 | Reverse          | GCATTAGCTTCAGATTTACGGGT  |
| <i>Ccl7</i>     | Forward          | CCACATGCTGCTATGTCAAGA    |
|                 | Reverse          | ACACCGACTACTGGTGATCCT    |
| <i>Ccl8</i>     | Forward          | TCTACGCAGTGCTTCTTTGCC    |
|                 | Reverse          | AAGGGGGATCTTCAGCTTTAGTA  |
| <i>Ccl12</i>    | Forward          | ATTTCCACACTTCTATGCCTCCT  |
|                 | Reverse          | ATCCAGTATGGTCCTGAAGATCA  |
| <i>Cd38</i>     | Forward          | TCTCTAGGAAAGCCCAGATCG    |
|                 | Reverse          | GTCCACACCAGGAGTGAGC      |
| <i>Selp1</i>    | Forward          | CATCTGGTTCAGTGCTTTGATCT  |
|                 | Reverse          | ACCCGTGAGTTATTCCATGAGT   |
| <i>Ch25h</i>    | Forward          | TGCTACAACGGTTCGGAGC      |
|                 | Reverse          | AGAAGCCCACGTAAGTGATGAT   |
| <i>Akr1e1</i>   | Forward          | GCAGTTAAGTTGGCTATCAACCT  |
|                 | Reverse          | ACACCACAGCTTACTGACTACA   |
| <i>Serpinb2</i> | Forward          | ATTGGCAGTTATGGTATCACCAC  |
|                 | Reverse          | GGTGTGTTGATTGTTGAGCTGA   |
| <i>Slfn4</i>    | Forward          | GGCTCCCTGCGTAAAGGAAC     |
|                 | Reverse          | GGGTAACATATTTTCGCGCTTG   |
| <i>Pkp2</i>     | Forward          | GCCGAGTGTGGCTACATCC      |
|                 | Reverse          | CTGCTGGTTCGGTGAAGGTT     |
| <i>Pdgfb</i>    | Forward          | CATCCGCTCCTTTGATGATCTT   |
|                 | Reverse          | GTGCTCGGGTCATGTTCAAGT    |
| <i>Eya1</i>     | Forward          | TAACAGCTCGCCGTATCCAG     |
|                 | Reverse          | GTCCCAGATGAACACTCTCTCA   |
| <i>Ptchd1</i>   | Forward          | ACACGGACCTGATCTTAAAGTTG  |
|                 | Reverse          | TTGGTGCCCATTATACACAGC    |
| <i>F13a1</i>    | Forward          | GAGCAGTCCCGCCCAATAAC     |
|                 | Reverse          | CCCTCTGCGGACAATCAACTTA   |

How the deposited data were processed for this re-analysis (not part of the article)

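RNA was sequenced from BMDMs of WT and KO mice, untreated or treated with LPS at 100 ng/ml for 4 h, with 3 libraries in each of the 4 groups and 12 libraries in all. The authors converted base calls with bcl2fastq (2.17), trimmed the paired-end reads from poly(A) RNA with Trimmomatic (0.39), aligned them to GRCm38 with STAR (2.7.4a) and counted them per gene with featureCounts of Subread (2.0.1). The signal values that the authors deposited are normalized counts, that is gene counts divided by 1 DESeq2 size factor per library, estimated by the authors over all 12 libraries together in R (4.1.2), without a log and without leaving out genes with few reads. The deposited table holds 55487 gene models, of which 23524 have no read in any library. Each value was checked against the smallest value above 0 of its library. Of the values, 100% are whole reads after division by it, with a largest deviation of 7.57e-10 reads against a tolerance of 1e-06. The reads per gene could thus be recovered, and were used for depth, for genes with few reads and for the alternative tests on counts. The paper gives annotation release 100, and positions and gene types were taken from a GENCODE annotation of the same genome, which holds 55141 of the gene models. The 68 symbols that more than 1 gene model shares are given by identifier.

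The recovered reads in genes number 19316691 to 24977356 per library, with a median of 20552126. Pairs of replicates differ by more than counting error alone, with a chi-square per degree of freedom of 4.20 to 125, the highest in pairs with replicate 2 of the untreated KO macrophages. The tests therefore take their error from the spread between libraries. The fits were tested on simulated data with the depths and means of these libraries. Of genes made to change 2-fold, 47% were called in untreated macrophages between the genotypes, 42% in LPS-treated ones, 50% for LPS in WT and 48% for LPS in KO macrophages, since the fold threshold lies at 2. At an adjusted p under 0.05 alone these shares were 91%, 80%, 87% and 78%. Of genes made to change 4-fold, 95% to 98% were called. The interaction found 64% of 2-fold and 90% of 4-fold differences. False calls numbered 7 of 152, 2 of 139, 2 of 149 and 2 of 145 calls in these 4 comparisons and 11 of 170 for the interaction.

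The levels given are means and SDs of the deposited normalized counts. For each comparison a linear model was fitted with limma (3.58.1) in R (4.3.3) to log2 of the normalized count plus 1, with a trended variance and the libraries of the 2 groups compared. Genes with a mean of at least 10 in those libraries were tested, with Benjamini-Hochberg adjustment over all of them. A call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The interaction of genotype and LPS was fitted to all 12 libraries and called at an adjusted p under 0.05 without a fold threshold. Gene lists, 33 in all, were tested with camera of limma with a preset correlation of 0.01, adjusted over the lists with at least 3 tested genes in a comparison. Their members were also adjusted over the list alone. Calls shared between conditions and positions on chromosomes were tested with Fisher's exact test. Where a group has 0 reads the ratio is a bound against a floor of 3 counts over the group, and where it has 1 to 3 reads a ratio with a 95% counting interval, which covers counting error only and not the spread between libraries.

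The genes named are those the paper names, including genes of its Tables S3 and S4, whose values had been seen, and the 10 called genes with the largest change in each direction and no overlap between the groups (5 for the comparisons of LPS with untreated macrophages). Up to 4 called members of each list, the 10 smallest adjusted p of the interaction, the paralogs of *Rasgef1b*, *Nnt* and sex-chromosome genes were named as well. For a gene outside this rule the text says so.

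The alternatives were a pseudocount of 0.5 or 5, no filter or a mean of at least 50, upper quartile scaling, quantile normalization, all 12 libraries in one fit, a variance without a trend or with a robust trend, and the replicate number as a block. The quasi-likelihood test of edgeR (4.0.16) and DESeq2 (1.42.0) were run on the recovered reads, other thresholds were applied, and each library was left out in turn. For the lists, an estimated correlation and fry were used as well. DESeq2 without a filter and a block within each genotype were added after the values had been seen. The replicate numbers of the labels pair the untreated with the LPS-treated libraries of a genotype. After subtraction of the group means, libraries of the same number correlate with r = 0.33, 0.19 and 0.24 in WT and 0.29, 0.28 and 0.17 in KO macrophages, each higher than with the other numbers. Without X and Y genes these are r = 0.11, 0.11 and 0.18 in WT and 0.24, 0.13 and 0.096 in KO macrophages, again each the highest. The fits reported are without the block, as the paper states unpaired comparisons. The RT-qPCR, flow cytometry and BioGPS data of the paper are not analysed here.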

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

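The tests chosen only after their result had been seen are those of groupings of the 6 mice, of the satellite reads in 1 library, of a genotype effect on ribosomal and on satellite RNA, of the scaling of the libraries, of pairs of genes along the chromosomes and of feedback by 25-hydroxycholesterol, and the bounds for excluding RNA without poly(A) tails and donor DNA near *Rasgef1b* were made stricter after their results had been seen.

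*Ccl4* stood out because the difference between the genotypes changed with LPS, with a log2 value of 0.93 (limma, adjusted p = 3.69e-04). The 23 chemokine ligands had a median of 0.48 for this change and the 8 genes that the paper names from its enrichment analysis one of 0.93 (camera of limma, adjusted p = 3.06e-10 and 1.33e-12; adjusted p = 0.00220 and adjusted p = 0.00310 with an estimated correlation). The paper chose those 8 genes on these samples for their low level in untreated KO macrophages, so they are not independent evidence. As 4 of them are chemokine ligands, the list of 23 is independent evidence only in part. The replicate numbers pair the untreated and LPS-treated libraries of a genotype, so the libraries of a number were kept together in 10 groupings of the 6 mice, too few for a share under 0.05. By limma the real grouping gave 1 interaction call and the highest of the others 0 (537 and 680 genes at an unadjusted p under 0.05), and with the mouse as a block 6 and 24, and edgeR and DESeq2 were not run on the other groupings. The grouping with 24 calls, WT replicates 1 and 2 and KO replicate 1 against the other 3, points to a structure of the samples that was not resolved. In 100 groupings that moved untreated and LPS-treated libraries apart 14, the real one included, gave at least 1 call, but these break the pairs and decide nothing. For the other comparisons, too, the 10 splits of 6 libraries are too few for a share under 0.05. The real split, as 1 of 10, gave 24 calls between untreated genotypes, 29 between LPS-treated genotypes, 4294 for LPS in WT and 4309 for LPS in KO macrophages, and the highest of the other splits gave 0 in each by limma, also among those that part all 3 pairs of equal number. At an unadjusted p under 0.05 the real splits held 1345, 1324, 9495 and 9455 genes and the highest of the others 1396, 1346, 54 and 95, and edgeR and DESeq2 were not run on the other splits.

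Gene lists outside those the paper discusses stood out between the untreated genotypes. Some hold genes that the paper lists as changed on these samples, such as *Ifit1bl1* and *Egln3*, and are not fully independent of it. Of the interferon-stimulated genes 38 of 39 had a negative log2 fold change, though 1 alone was called lower (1 when adjusted over the list alone), with a median of -0.51 (camera of limma, adjusted p = 3.89e-07; adjusted p = 0.563 with an estimated correlation). MHC class I genes had a median of -0.25 (17 of 19 negative) and MHC class II genes one of -0.41 (7 of 8 negative) (camera of limma, adjusted p = 2.14e-04 and 0.00965; adjusted p = 0.533 for both with an estimated correlation). Chemokine receptors had a median of -0.17 (7 of 8 negative) and alternative activation genes one of -0.33 (7 of 9 negative) (camera of limma, adjusted p = 0.0206 and 0.0100; adjusted p = 0.256 and adjusted p = 0.533 with an estimated correlation). Glycolysis and hypoxia genes had a median of -0.28 (21 of 23 negative; camera of limma, adjusted p = 4.94e-12; adjusted p = 0.256 with an estimated correlation). Cell cycle genes had a median of 0.15 (19 of 23 positive; camera of limma, adjusted p = 9.25e-06; adjusted p = 0.533 with an estimated correlation). These counts are of signs, and when adjusted over the list alone 2 MHC class I, 1 MHC class II, 3 chemokine receptor, 2 alternative activation and 15 glycolysis and hypoxia genes were lower and 2 cell cycle genes higher. The median of the interferon-stimulated genes moved to -0.15 without WT replicate 1, -0.96 without KO replicate 1, -0.31 without KO replicate 2 and -0.32 without KO replicate 3, so its size rests on single libraries. Without WT replicate 1 MHC class I no longer passed (median -0.072), and without KO replicate 2 its median was -0.12. The median of the cell cycle genes was 0.26 without WT replicate 2. Without WT replicate 3 MHC class II (-0.22), cell cycle (0.13) and alternative activation (-0.16) no longer passed. Without KO replicate 2 MHC class II (-0.20) and alternative activation (-0.084) no longer passed, and the chemokine receptors passed only without KO replicate 1 (-0.27), with medians of -0.23, -0.19, -0.10, -0.074 and -0.15 without WT replicates 1, 2 and 3 and KO replicates 2 and 3.

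In LPS-treated macrophages interferon-stimulated genes had a median of -0.070 (35 of 39 negative), glycolysis and hypoxia genes one of -0.20 (22 of 24 negative) and alternative activation genes one of -0.39 (7 of 8 negative) (camera of limma, adjusted p = 0.00519, 2.56e-08 and 0.00266; adjusted p = 0.931, adjusted p = 0.287 and adjusted p = 0.368 with an estimated correlation). Cell cycle genes had a median of 0.30 (18 of 23 positive) and mitochondrially encoded mRNAs one of 0.22 (10 of 11 positive) (camera of limma, adjusted p = 4.46e-05 and 4.03e-04; adjusted p = 0.597 and adjusted p = 0.368 with an estimated correlation). These counts are of signs, and when adjusted over the list alone 1 interferon-stimulated, 9 glycolysis and hypoxia and 2 alternative activation genes were lower and 4 cell cycle genes and 2 mitochondrially encoded mRNAs higher. Without WT replicate 3 interferon-stimulated genes (-0.029) and cell cycle genes (0.084) no longer passed, and without KO replicate 2 interferon-stimulated genes (-0.018) did not. The median of the interferon-stimulated genes was -0.13 without KO replicate 1, and that of the alternative activation genes -0.62 without WT replicate 2.

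Replicate 2 of the untreated KO macrophages stood out because *CT010467.1* took 5.06% of its reads, and the satellite-repeat gene models, with a median log2 fold change of 3.10 between the untreated genotypes (camera of limma, adjusted p = 0.00131; adjusted p = 0.533 with an estimated correlation), summed to 10155 normalized counts in this library, 22.4 times the highest of the other 11. An effect of the genotype as the whole cause is argued against for both kinds of RNA, since the higher of the other 2 untreated KO libraries held 0.0126 of this library's share of ribosomal reads and 0.0446 of its satellite sum, whereas the lowest untreated WT library held 0.642 and 0.340 of the highest. A smaller effect on satellite RNA stays open, with sums of 107 and 453 normalized counts in the other 2 and up to 141 in untreated WT libraries. Reads from RNA without poly(A) tails may be a source, but the median ratio to the other untreated libraries over models of such transcripts was 1.02, which met the bound set for excluding this source, while the upper quartile of 1.75 did not and *Rny3* had 139 reads here against a median of 0 elsewhere, so the test stays open. Genomic DNA may be another, as gene models with reads in this library alone took 2.55 times the highest share of reads that models with reads in 1 library alone took in any other untreated library, short of the 3-fold the test needed. No biological explanation was tested beyond the genotype.

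Genes that differed between the genotypes in both conditions stood out because 16 were higher and 7 lower at an adjusted p under 0.05 by limma in both, which does not test whether LPS changed their difference. DNA of the stem cell donor strain carried along with the targeted allele could be a cause, although the paper gives C57BL/6 stem cells and a C57BL/6 background for all mice, but of the 117 tested genes within 10 Mb of *Rasgef1b* limma called 0 (28 at an unadjusted p under 0.05, and 0 by edgeR and by DESeq2), against 41 of 13136 elsewhere, where 0.362 are expected by chance in the window. This share met the bound set for excluding the cause, but that bound was wrong, since with 0.362 expected a count of 0 is likely whether or not such DNA is there, so the test stays open. *Hpse* and *Cxcl9* in the window passed an adjusted p under 0.05 by limma without the fold threshold, and *Gm15446*, called lower in both conditions, lies 10.2 Mb from *Rasgef1b*, just outside it. Segments at other places could act alike, and the 21 genes left without *Rasgef1b* and *AC149090.1*, which has no position in the annotation, formed 1 pair within 5 Mb, *Serpinb6b* with *Ly86* (permutation test with 10000 random draws, p = 0.709), which excludes nothing. The paper gives CEBIO (UFMG) as the source of the WT mice and UMMS as the place where the KO line was generated, but not where the KO mice of these libraries were bred, so colony, donor DNA and loss of *Rasgef1b* cannot be told apart. The loss of *Rasgef1b* stays among the open explanations.

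Cholesterol synthesis genes stood out with positive log2 fold changes in KO macrophages, 24 of 24 in each condition (22 higher untreated and 19 after LPS when adjusted over the list alone), with median log2 fold changes of 0.42 untreated and 0.35 after LPS (camera of limma, adjusted p = 3.09e-25 and 5.30e-17; adjusted p = 0.256 and adjusted p = 0.287 with an estimated correlation). A wrong factor for a library is argued against, since it moves all genes alike, while the list median lay at least 0.29 above that of all tested genes (lower quartile of the members at least 0.16) in both conditions, with all libraries and with each left out, the lowest without LPS-treated KO replicate 3. Upper quartile and quantile scaling moved too little between the genotypes to test this. A single library may carry part of it, as the lowest median was 0.740 of the full value, without untreated WT replicate 3 (0.31), and the test stays open between its bounds of 0.5 and 0.75. Less feedback by 25-hydroxycholesterol, the product of *Ch25h*, could raise the genes more after LPS, which raises *Ch25h*. The values do not decide whether it did. The median was 0.42 in untreated macrophages, where *Ch25h* was below the level tested, and 0.35 after LPS. The change with LPS had a median of -0.061 (camera of limma, adjusted p = 0.0384; adjusted p = 0.852 with an estimated correlation). It turned to 0.023 without untreated WT replicate 3 and to 0.017 without LPS-treated KO replicate 1, and was no higher without any other library. The explanation stays open, since the sign of this change rests on single libraries. The paper's RT-qPCR also found *Ch25h* lower in untreated KO macrophages, where feedback could thus be lower too. The origin of the mice remains as an untested explanation.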

How the results depend on the processing

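DESeq2 on the recovered reads without a filter and the replicate block within each genotype were chosen after the values had been seen, and the other alternatives were planned.

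Between the untreated genotypes the number of calls, 24, moved by more than 1.5 times to 42 without a filter and 11 with a mean of at least 50, which test more and fewer genes, to 50 with DESeq2 (50 also without a filter), 2 without a trended variance and 44 with the replicate block, and with other thresholds to 67 at an adjusted p under 0.05 alone and 4 at an adjusted p under 0.01 (limma unless named). The 24 genes were all among those called without a filter, with DESeq2 and with the block. It was 18 to 34 with the other alternatives on all libraries, among them edgeR with 18. Leaving out 1 library gave 4 to 26 calls, with 6 without WT replicate 1, 4 without WT replicate 2, 11 without KO replicate 2 and 5 without KO replicate 3. Apart from the filters, the thresholds and the fewer libraries, the cause was not tested.

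Between the LPS-treated genotypes the 29 calls became 5 without a trended variance, 102 at an adjusted p under 0.05 alone and 13 at an adjusted p under 0.01, and 11 to 42 with 1 library left out, with 11 without WT replicate 2, 15 without KO replicate 3 and, without KO replicate 1, 21 lower and 21 higher against the 8 and 21 reported. The other alternatives gave 21 to 43, and the cause of the difference without the trend was not tested. For LPS in WT macrophages 9266 genes passed an adjusted p under 0.05 alone, in KO macrophages 9174, and 8395 in both, and the other alternatives lay within 1.5 times of the counts reported. The interaction, with *Ccl4* as its 1 call, gave 24 with DESeq2, 3 with the replicate block, 6 with the block within genotype and 1 to 3 with 1 library left out (2 without untreated WT replicate 2, 3 without untreated KO replicate 1, 3 without LPS-treated KO replicate 1), each time with *Ccl4* among them, and the cause was not tested.

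Among the gene lists, 14 passed camera between the untreated genotypes, 1 with an estimated correlation and 3 with fry. With 1 library left out 7 (without KO replicate 2) to 16 (without KO replicate 1) passed, with 9 without WT replicate 3. The 1 list that passed with an estimated correlation holds the 8 genes that the paper names from its enrichment analysis. The paper chose them on these samples, so they are not independent evidence. Between the LPS-treated genotypes 9 passed, 0 with an estimated correlation by camera of limma (where 5 passed with fry). For LPS in WT macrophages 9 passed, 14 without a filter, 2 with an estimated correlation and 23 with fry, and in KO macrophages 9, 14, 2 and 20. For the interaction 8 passed, 2 with an estimated correlation and 2 with fry, each time with the list of these 8 genes of the paper among them. Among the lists that passed fry for LPS, 3 had the direction opposite to camera, which none of the 3 passed: the immediate early genes (median -0.39 in WT and -0.37 in KO macrophages), the RasGEF family in WT (-0.92) and the Ras and Rap GTPases in KO macrophages (-0.016). The cholesterol synthesis genes of the interaction ranged from -0.13 (without untreated WT replicate 2) to 0.023 (without untreated WT replicate 3, reversed, as was 0.017 without LPS-treated KO replicate 1). fry tests a list without setting it against the other genes, and an estimated correlation allows for genes that move together. Beyond that construction the cause was not tested.

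With the replicate number as a block, which pairs the untreated and LPS-treated libraries of a genotype, the MHC class II genes also passed for LPS in WT and in KO macrophages (median 0.96 in KO; limma, adjusted p = 0.0154; without the block and with an estimated correlation adjusted p = 0.705 in WT and adjusted p = 0.692 in KO) and the mitochondrially encoded mRNAs in KO macrophages (median 0.47; limma, adjusted p = 0.0241; adjusted p = 0.816 likewise). The block changed no other call of a named gene or list in these 2 comparisons. Between the genotypes neither the labels nor the paper say that a number marks a shared animal, day or batch. Libraries of the same number correlated with r = -0.03, -0.04 and 0.24 in untreated and -0.20, -0.04 and 0.056 in LPS-treated macrophages, and 2 of 6 correlated best with their own number, without X and Y genes 3 of 6, all untreated, with r = 0.12, 0.12 and 0.18 there and r = -0.11, 0.080 and -0.00072 in LPS-treated macrophages. This is a hint from the data, not the design, that the untreated libraries of the 2 genotypes are paired. The block gave 44 calls between the untreated genotypes, among them *Slfn4*, *H2-Q7*, *Gm49980* and *Mgll*, and 27 between the LPS-treated genotypes.

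Every named gene that was called kept its direction under all alternatives in which it was tested. Among those not called, *Rasgef1a* and the sex-chromosome genes changed sign under some alternatives, and between the LPS-treated genotypes *Ccl2* (0.033) and *Vcam1* (0.010) did so without KO replicate 1. Between the untreated genotypes the call of 19 of 40 named genes ended without the trend and 10 gained one with DESeq2. Between the LPS-treated genotypes these numbers were 19 of 44 and 5, and 1 ended with DESeq2. With 1 library left out, calls of named genes ended 76 times between the untreated and 50 times between the LPS-treated genotypes, 6 times for LPS in WT and 14 times in KO macrophages. Depth limits genes with few reads, since genes with a mean under 10 were left out, and 42% to 50% of simulated 2-fold differences were called, since they lie at the fold threshold.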

Differences from the paper's values

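DESeq2 on the recovered reads without a filter and the replicate block within each genotype, used for the interaction alone, were chosen only after the values had been seen, and the other alternatives were set before the data were examined. The thresholds of the calls are those of the paper. The paper fitted DESeq2, the fits here limma to genes with a mean of at least 10.

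A count is taken here as within the paper's number when neither is more than 1.5 times the other, and a log2 fold change when the 2 differ by no more than the replicate SD. Between the untreated genotypes the paper gives 49 called genes and the analysis here 24. The alternatives that came within the paper's number were no filter (42), all 12 libraries in one fit (34), DESeq2 (50), the replicate block (44) and an adjusted p under 0.05 alone (67). Those that did not were pseudocounts of 0.5 (24) and 5 (21), a mean of at least 50 (11), upper quartile scaling (21), quantile normalization (23), edgeR (18), no trend (2), a robust trend (27), an adjusted p under 0.01 (4) and each library left out (4 to 26). DESeq2 without a filter, chosen after seeing the values, gave 50 and dropped 0 of the genes that the paper calls.

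Of these, the paper lists 25 lower genes in Table S3 and gives 24 higher genes, against 12 and 12 here. The same alternatives came within the paper's numbers, no filter with 19 lower and 23 higher, all 12 libraries with 17 and 17, DESeq2 with 25 and 25, the replicate block with 24 and 20 and the adjusted p alone with 35 and 32. The others named above did not, with 1 to 16 lower and 1 to 15 higher. DESeq2 without a filter, chosen after seeing the values, gave 25 and 25 and dropped 0 of the paper's genes.

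Between the LPS-treated genotypes the paper gives 13 lower genes and the analysis here 8. Within the paper's number came a pseudocount of 5 (10), no filter (13), upper quartile scaling (10), quantile normalization (9), edgeR (11), DESeq2 (17), a robust trend (10), the replicate block (9) and the fit without KO replicate 2 (10). A pseudocount of 0.5 (8), a mean of at least 50 (6), all 12 libraries (8), no trend (2), an adjusted p alone (39) or under 0.01 (5) and the other libraries left out (4 to 21) did not. DESeq2 without a filter, chosen after seeing the values, gave 14 and dropped 0 of the paper's genes.

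For genes in both conditions the paper's tables share 6 lower genes and its text gives 12 higher genes, against 3 and 7 here. Within the paper's numbers came no filter (7 and 14), all 12 libraries (5 and 11), DESeq2 (6 and 12), the replicate block (5 and 9) and the adjusted p alone (7 and 16), and for the higher genes also a robust trend (9) and the fit without LPS-treated KO replicate 1 (9). The paper gives 68 distinct genes called and the analysis here 43. No filter (62), all 12 libraries (49), DESeq2 (75), a robust trend (47), the replicate block (57) and the fit without LPS-treated KO replicate 1 (54) came within it, the adjusted p alone (146) did not. Both pseudocounts, a mean of at least 50, both scalings, edgeR, no trend, an adjusted p under 0.01 and the other libraries left out came within none of these 3 numbers. DESeq2 without a filter, chosen after seeing the values, gave 6, 13 and 70 and dropped 0 of the paper's genes.

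The pseudogene *Gm28438* has a log2 fold change of -2.94 after LPS in the paper's Table S4 and of -2.73 here, with a replicate SD of 0.19. Within the paper's value came a pseudocount of 0.5 (-2.84), quantile normalization (-2.80), edgeR (-2.89), DESeq2 (-2.93) and the fits without WT replicate 2 (-2.77) or KO replicate 1 (-2.84). A pseudocount of 5 (-2.13), upper quartile scaling (-2.74), no filter, all 12 libraries, both other variances and the block (-2.73 each) and the fits without WT replicate 1 (-2.75) or 3 (-2.66) or KO replicate 2 (-2.75) or 3 (-2.60) did not. DESeq2 without a filter, chosen after seeing the values, gave -2.94 for *Gm28438*.

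Of the 49 genes of Table S3, 25 are not called here, among them *Ccl2*, *Flt1*, *H2-Q7*, *Slfn4* and *Mgll*, and of the 37 of Table S4 9, among them *Ch25h*, *Selp*, *Adcy2* and *Mgll*. All have the same direction as in the paper. Of the genes of Table S3, DESeq2 called 48, no filter 38, the replicate block 36, all 12 libraries 31 and a robust trend 27. The fits without WT replicate 3, with *Ccl2*, and without KO replicate 1, with *H2-Q7*, also called genes not called here. Of those of Table S4, DESeq2 called 37, no filter 34, edgeR 29, a robust trend 28, upper quartile scaling 28 and all 12 libraries 25, each with genes not called here. The fits without WT replicate 1 (*Ch25h*), WT replicate 3 (*Mgll*), KO replicate 1 (*Ch25h*, *Adcy2* and *Ppp1r9a*) and KO replicate 2 (*Ptchd1*) did so too. *Ppp1r9a* and *Ptchd1* are named after their values were seen.

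For *Vcam1* the paper's text gives a fold of 3.3, which equals the size of the log2 fold change in its Table S3. On the log2 scale the level of *Vcam1* fell by 3.08 here, within the replicate spread, or 8.44-fold. The paper states that *Pdgfb* is raised by LPS in macrophages, whereas here it fell, with log2 fold changes of -4.19 in WT and -3.38 in KO macrophages. The paper counts *Eya1* among genes with little expression in macrophages, whereas untreated WT macrophages hold 259 normalized counts of *Eya1*. *Akr1e1* and *Pkp2*, which it names beside *Eya1*, have 3 reads over the untreated WT libraries and 16.3 normalized counts there. The number of cells per well differs between the methods (200000) and the sample labels (2000000).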

Other observations

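No test of this part was chosen after its result had been seen, but the genes named as past the adjusted p alone were chosen after their values were seen.

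In untreated macrophages *Hmgcs1*, which makes a precursor of cholesterol, had 2907 ± 393 normalized counts (SD, n = 3) in WT and 4386 ± 186 in KO, *Fdft1*, the squalene synthase, 645 ± 68.5 and 959 ± 19.9, and *Lss*, the lanosterol synthase, 819 ± 90.7 and 1199 ± 53.0. Their log2 fold changes of 0.60 for *Hmgcs1*, 0.58 for *Fdft1* and 0.55 for *Lss* passed an adjusted p under 0.05 short of the fold threshold, and 22 of 24 cholesterol synthesis genes were higher when adjusted over the list alone. After LPS the same held for *Hsd17b7* with 0.61, *Acat2* with 0.58 and *Cyp51* with 0.57, and 19 were higher when adjusted over the list alone. Of the glycolysis and hypoxia genes *Egln3* was called lower in untreated KO macrophages, *Pfkl*, a phosphofructokinase, passed the adjusted p alone with -0.52, and 15 were lower and 1 higher when adjusted over the list alone, against 9 lower and 1 higher after LPS. *Folr2*, a folate receptor of the alternative activation list, fell by 0.50 on the log2 scale in untreated KO macrophages (limma, adjusted p = 0.0448). *Cxcr4* fell by 0.61 (limma, adjusted p = 0.0493). The cell cycle genes *Ccnb2* and *Ube2c* were higher after LPS, with 0.56 and 0.57. *Ifit1bl1* was the 1 interferon-stimulated gene called in untreated macrophages.

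After LPS all 39 interferon-stimulated genes rose in KO macrophages, with a median log2 fold change of 6.09, as did all 7 Schlafen genes (4.57) and all 19 MHC class I genes (2.65). Of 23 chemokine ligands 19 rose and 4 were not called (5.03), of 21 inflammatory cytokines 19 rose and 2 were not called (5.17), of 22 NF-kB targets 21 rose and 1 was not called (4.39), and of 9 dendritic cell markers 7 rose and 2 were not called (3.74). Of 23 cell cycle genes 14 fell and 9 were not called (-1.24). All 8 passed camera of limma, with adjusted p = 4.28e-13, 4.54e-04, 7.06e-08, 6.53e-09, 6.16e-09, 2.07e-12, 0.00486 and 6.60e-06. With an estimated correlation these became adjusted p = 0.628 for the first 3, adjusted p = 0.0371 for the chemokine ligands and the cytokines, adjusted p = 0.132 for the NF-kB targets, adjusted p = 0.210 for the dendritic cell markers and adjusted p = 0.628 for the cell cycle genes.

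The change of the genotype difference with LPS was positive for the interferon-stimulated genes (38 of 39 by sign, median log2 value 0.42), MHC class I (18 of 19, 0.20), MHC class II (6 of 7, 0.19) and the macrophage identity genes (12 of 15, 0.039), and negative for the satellite-repeat gene models (4 of 4, -2.97). By camera of limma the adjusted p were 1.10e-06, 4.36e-04, 0.0384, 0.0422 and 0.00549, with an adjusted p = 0.852 for each with an estimated correlation. Without untreated WT replicate 1 the interferon-stimulated genes (0.11) and MHC class I (0.041) no longer passed. The median of the interferon-stimulated genes was 0.92 and that of MHC class I 0.34 without untreated KO replicate 1, 0.26 and 0.10 without untreated KO replicate 2, and 0.22 for the interferon-stimulated genes without untreated KO replicate 3, 0.66 without untreated WT replicate 3 and 0.12 for MHC class I without LPS-treated KO replicate 1. Without LPS-treated WT replicate 1 the satellite models (-2.44) no longer passed. The median of MHC class II was 0.35 without LPS-treated WT replicate 3 and 0.32 without LPS-treated KO replicate 2, and it (0.052 to 0.17) did not pass without untreated WT replicate 3, untreated KO replicate 2 or 3, LPS-treated WT replicate 1 or 2 or LPS-treated KO replicate 1 or 3. The same libraries but for untreated KO replicate 3, and untreated WT replicate 1, also ended the call of macrophage identity (0.0025 to 0.043), as did upper quartile scaling (0.023).

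Lists of markers of other cell types did not pass camera between the genotypes. In untreated and LPS-treated macrophages the median log2 fold changes were -0.0084 and 0.27 for neutrophil markers, -0.0085 and 0.17 for dendritic cell markers, -0.046 and -0.051 for B cell markers, -0.29 and -0.11 for endothelial markers and -0.089 and 0.024 for osteoclast markers (camera of limma, adjusted p = 0.177, 0.997, 0.770, 0.0692, 0.942, 0.795, 0.724, 0.551, 0.942 and 0.795). Megakaryocyte markers, tested after LPS, had a median of 0.13 (limma, adjusted p = 0.754). The macrophage identity genes had medians of -0.036 and -0.019 (camera of limma, adjusted p = 0.568 and 0.754), and their receptor gene *Csf1r* had 29185 ± 5686 normalized counts in untreated WT and 27228 ± 3463 in untreated KO macrophages. LXR targets, which answer to oxidized cholesterol, had medians of -0.056 and 0.029 (camera of limma, adjusted p = 0.463 and 0.997). Immediate early and ERK feedback genes, which answer to Ras signaling, had medians of 0.027 and 0.051 (camera of limma, adjusted p = 0.770 and 0.834), with *Nr4a3* called higher after LPS. NF-kB targets had medians of -0.039 and -0.044 (camera of limma, adjusted p = 0.177 and 0.834). Markers of T and NK cells, mast cells, erythroid and stromal cells had fewer than 3 tested genes in these comparisons.

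By *Xist* and the Y-linked genes, both genotypes include libraries of both sexes. *Xist* had 18652 and 18032 normalized counts in replicate 1 of the WT macrophages and 15146 and 17330 in replicate 2 of the KO macrophages, untreated and LPS-treated, and at most 28.7 in the other 8 libraries. *Nnt*, which has a deletion in some C57BL/6 substrains, had mean levels of 2.31 to 5.17 normalized counts in the 4 groups. Heparanase (*Hpse*), near *Rasgef1b* on chromosome 5, was lower in KO macrophages in both conditions at an adjusted p under 0.05 alone, with -0.54 untreated and -0.49 after LPS. *Ly86* and *Psmd6*, chosen after their values were seen, also differed in both, with -0.99 and -0.83 for *Ly86* and 0.77 and 0.80 for *Psmd6*.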
